# Arabidopsis nitrate-induced aspartate oxidase gene expression is necessary to maintain metabolic balance under nitrogen nutrient fluctuation

**DOI:** 10.1038/s42003-022-03399-5

**Published:** 2022-05-09

**Authors:** Moriaki Saito, Mineko Konishi, Atsuko Miyagi, Yasuhito Sakuraba, Maki Kawai-Yamada, Shuichi Yanagisawa

**Keywords:** Plant signalling, Secondary metabolism

## Abstract

Nitrate is a nutrient signal that regulates growth and development through NLP transcription factors in plants. Here we identify the L-aspartate oxidase gene (*AO*) necessary for *de novo* NAD^+^ biosynthesis as an NLP target in Arabidopsis. We investigated the physiological significance of nitrate-induced *AO* expression by expressing *AO* under the control of the mutant *AO* promoter lacking the NLP-binding site in the *ao* mutant. Despite morphological changes and severe reductions in fresh weight, the loss of nitrate-induced *AO* expression resulted in minimum effects on NAD(H) and NADP(H) contents, suggesting compensation of decreased *de novo* NAD^+^ biosynthesis by reducing the growth rate. Furthermore, metabolite profiling and transcriptome analysis revealed that the loss of nitrate-induced *AO* expression causes pronounced impacts on contents of TCA cycle- and urea cycle-related metabolites, gene expression profile, and their modifications in response to changes in the nitrogen nutrient condition. These results suggest that proper maintenance of metabolic balance requires the coordinated regulation of multiple metabolic pathways by NLP-mediated nitrate signaling in plants.

## Abstract (web summary)

NLP transcription factors directly regulate aspartate oxidase gene expression connected to multiple metabolic pathways in Arabidopsis in response to changes in the nitrogen nutrient condition.

## Introduction

Nitrate, one of the main sources of nitrogen (N) for plants, plays an important role in the regulation of gene expression, metabolism, growth, and development^1,2^. Application of nitrate to N-starved plants induces various responses, collectively referred to as nitrate responses, which include the promotion of nitrate assimilation^3^, increase in lateral root growth^4^, changes in the shoot to root weight ratio^5^, and induction of the expression of N assimilation-related genes^2^. Furthermore, genome-wide studies revealed that nitrate induces the expression of not only N assimilation-related genes but also diverse genes involved in other metabolic pathways, such as the pentose phosphate pathway^6^. However, with the exception of N assimilation-related genes, the physiological significance of nitrate-induced expression of metabolic enzyme genes has not yet been elucidated.

NODULE INCEPTION-LIKE PROTEIN (NLP) transcription factors with a conserved N-terminal region and the RWP-RK DNA-binding domain are the primary transcription factors regulating nitrate-responsive gene expression in plants^7–10^. NLPs are post-translationally activated through nitrate-induced phosphorylation of a serine residue in the conserved N-terminal region^11^ and then accumulate in the nucleus^8^, where they interact with nitrate-responsive *cis*-elements (NREs)^10,12^ in target gene promoters to activate their expression. Of the nine NLPs in Arabidopsis, NLP7 plays a dominant role in regulating genes involved in nitrate utilization^13,14^, while NLP6, most closely related to NLP7, supports the role of NLP7^15^. Repression of the activity of the entire NLP family by chimeric repressor gene-silencing technology has been shown to diminish most of the nitrate-induced gene expression^7,10^. Furthermore, genome-wide analyses revealed the binding of NLP7 to the vicinity of numerous nitrate-inducible genes in the nucleus^8,16^.

NAD(H) and NADP(H), collectively referred to as pyridine nucleotides, are ubiquitous coenzymes required for a wide range of redox reactions in all living organisms^17^, because they deliver electrons via the reversible conversion of NAD^+^ and NADP^+^ to NADH and NADPH, respectively. NAD(H) is a redox carrier in the tricarboxylic acid (TCA) cycle and mitochondrial electron transport chain (ETC) in both plants and animals, whereas NADP(H) is a redox carrier in the pentose phosphate pathway and Photosystem I in plants. Thus, sufficient pools of NAD(H) and NADP(H) are necessary for maintaining the appropriate redox statuses in the cytosol, plastids, and mitochondria of plant cells^18^. In fact, partial defects of ETC have been shown to cause abnormalities in the redox status and reduction in N assimilation efficiency in *Nicotiana sylvestris*^19,20^. Defects in transporters comprising the malate valve, which delivers the reducing power of NADPH from the plastid to the cytosol in the form of malate, have also been shown to lower the efficiency of both carbon (C) and N metabolism, leading to the depletion of amino acids and accumulation of nitrate and organic acids^21^. Besides its primary role as a redox carrier, NAD^+^ also acts as a substrate in protein poly-ADP ribosylation and deacetylation, alternative RNA cap formation, and pathogen-induced cell death signaling^22–26^. Thus, NAD(H) content may also be associated with various physiological processes in a redox-independent manner^18,27^.

In the *de novo* NAD^+^ biosynthesis pathway in plants, aspartate is oxidized by aspartate oxidase (AO) to form iminoaspartate, which is converted to quinolinate by quinolinate synthase (QS)^28^. Then, quinolinate is converted into nicotinate mononucleotide (NaMN) by quinolinate phosphoribosyltransferase (QPT)^29^ and subsequently to nicotinate adenine dinucleotide by nicotinamide mononucleotide adenyltransferase (NMNAT)^30^, finally leading to the synthesis of NAD^+^ by NAD synthase (NADS)^31,32^ (Supplementary Fig. 1). The AO-catalyzed production of iminoaspartate is likely the rate-limiting step in *de novo* NAD^+^ biosynthesis because the NAD^+^ content per unit tissue fresh weight increased in Arabidopsis plants overexpressing *AO*^33^ and *QPT* overexpression enriched NAD^+^ content only when supplied with quinolinate^34^. Besides this *de novo* pathway, the salvage pathway regenerates NaMN via a three-step process composed of the degradation of NAD^+^ to form nicotinamide by poly (ADP-ribose) polymerase and sirtuins, deamidation of nicotinamide to nicotinate by nicotinamidase and conversion of nicotinate into NaMN by nicotinate phosphoribosyltransferase^35,36^ (Supplementary Fig. 1). Thus, AO, QS, and QPT are exclusively responsible for *de novo* NAD^+^ biogenesis, while NMNAT and NADS are involved in both *de novo* NAD^+^ biosynthesis and NAD^+^ salvage pathways (Supplementary Fig. 1). Because AO, QS, and QPT function in plastids, whereas NMNAT functions in the cytosol^37,38^, it is assumed that the rate of NAD^+^ biogenesis is regulated in the plastid, while NAD^+^ synthesized in the cytosol is transported to various subcellular organelles^39,40^. AO, QS, QPT, and NMNAT are encoded by single-copy genes in Arabidopsis^31^, and knockout mutations in *AO*, *QS*, *QPT*, and *NMNAT* genes cause embryonic lethality^37,41^. On the other hand, NADP^+^ and NADPH are generated by the phosphorylation of NAD^+^ and NADH, respectively, by NAD phosphotransferases (NADK1 and NADK2) and NADH phosphotransferase in Arabidopsis^42,43^. Analysis of *nadk2* knockout mutants and *NADK2* overexpression lines shows that the pool size of NADP^+^ and NADPH affects the regulation of amino acid metabolism and the Calvin cycle^44^.

In this study, we identified the *AO* gene as a direct target gene of the NLP family of transcriptional activators. Because the AO-catalyzed reaction is the key step in NAD^+^ biogenesis, we further explored the physiological significance of NLP-mediated nitrate induction of *AO* expression. The results suggest that nitrate-induced expression of *AO* plays a critical role in maintaining metabolic balance and growth in response to N nutrition, emphasizing the importance of the coordinated regulation of multiple metabolic pathways by nitrate signaling.

## Results

### NLP-mediated and nitrate-induced *AO* expression in Arabidopsis

Our previous microarray data of NLP6-SUPRD transgenic lines, in which nitrate-induced expression of NLP target genes was diminished by expressing a dominant-negative chimeric repressor^7,10^, suggested that the expression of *AO* and *QS* is induced by nitrate-activated NLPs. Therefore, we performed a time-course analysis of *AO* and *QS* expression in Arabidopsis seedlings (Fig. 1a). Consistent with the microarray data, the expression of *AO* and *QS* was transiently induced by 10 mM KNO_3_ but not KCl (control), although the induction was more pronounced for *AO* than for *QS*. Furthermore, the nitrate-induced *AO* expression was reduced in both NLP6-SUPRD transgenic lines and the *nlp6 nlp7-1* double mutant (Figs. 1b, c). These results suggested that NLP6 and NLP7 directly or indirectly regulate nitrate-inducible *AO* expression, although a more evident reduction in the NLP6-SUPRD lines implied that other NLPs likely played redundant roles. The presence of cycloheximide, a protein synthesis inhibitor, did not affect the nitrate-induced expression of *AO* but induced the expression of *IAA2* (a treatment control)^45^ (Fig. 1d). Since NLPs are activated through nitrate-induced phosphorylation, *de novo* protein synthesis is unnecessary for increases in NLP activity. Therefore, this observation suggested that *AO* is directly regulated by NLPs. Consequently, *AO* was identified as a direct NLP target gene candidate.

**Fig. 1:**
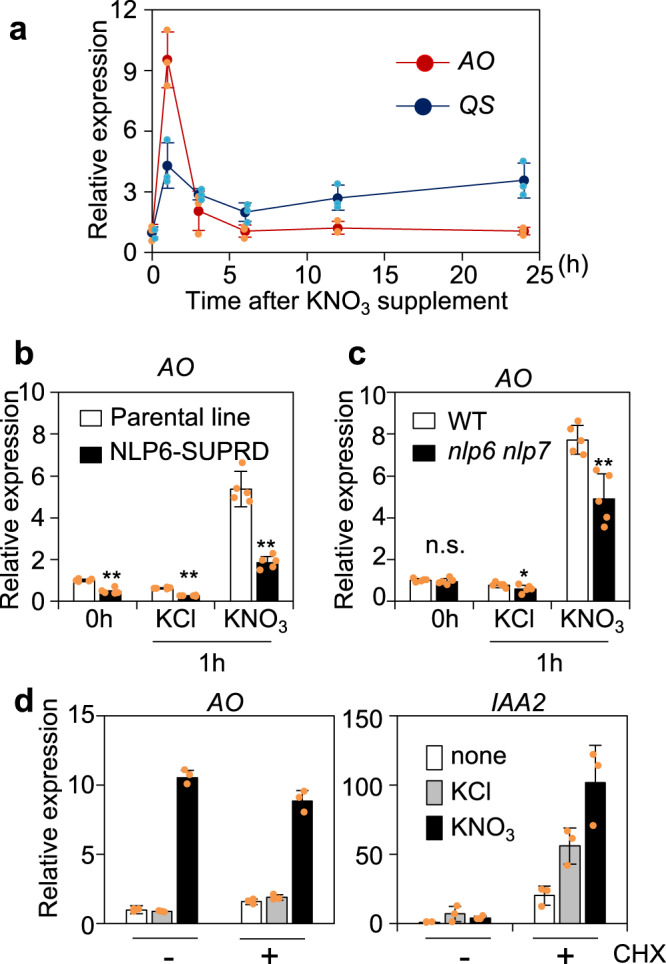
Nitrate-inducible expression of *AO*. **a** Time-course analysis of *AO* and *QS* expression after supplementation of KNO_3_ at the final concentration of 10 mM. Nitrate induction of expression of *AO* in NLP6-SURRD transgenic seedlings and the parental genotype (**b**), and in the wild-type (WT) and *nlp6 nlp7-1* double mutant seedlings (**c**). Asterisks indicate significant differences (Welch’s *t*-test; *P ≤ 0.05, **P ≤ 0.01). **d** Nitrate-induced expression of *AO* in plants treated with cycloheximide (CHX). In (**a**), 4-day-old WT seedlings were treated with 10 mM KNO_3_ for the indicated time period. In (**b**–**d**), seedlings were treated with 10 mM KNO_3_ or KCl (control) for 1 h. In (**d**), seedlings were treated with 100 µM CHX for 1 h before nitrate or control treatment. *IAA2* was used as a positive control gene for the CHX treatment. All seedlings were grown under continuous light. Data represent mean ± standard deviation [SD; *n* = 3 in (**a**, **d**) and *n* = 5 in (**b**, **c**)].

### NLP7 binds to an NRE in the *AO* gene promoter to induce its expression

To examine possible nitrate- and NLP-dependent activation of the *AO* promoter, co-transfection assays with protoplasts from N-starved plants were performed using the effector, reporter, and control plasmids (Figs. 2a, b). A 2137 bp-genomic sequence upstream of the transcription start site was employed as the *AO* promoter, considering that most functional cis-elements exist within 500 bp upstream of transcriptional start sites in the case of Arabidopsis genes^46^. In fact, this promoter succeeded in driving *AO* expression sufficient to complement the phenotype of the *ao* mutant, as described later. Reporter plasmids were constructed with the *AO* promoter and its derivatives truncated at approximately 300 bp intervals to facilitate the identification of NLP-binding sites. Protoplasts from N-starved plants co-transfected were incubated in the presence of 1 mM KNO_3_ or KCl (control). The results indicated that NLP7 activated the *AO* promoter truncated at position −504 (relative to the transcription start site) and other longer truncations of the *AO* promoter in the presence, but not in the absence, of 1 mM KNO_3_. However, the *AO* promoter truncated at −164 was activated neither by the nitrate treatment nor by NLP7 (Fig. 2b), suggesting that nitrate-activated NLP7 activated the *AO* promoter by binding to a site located between −504 and −164.

**Fig. 2:**
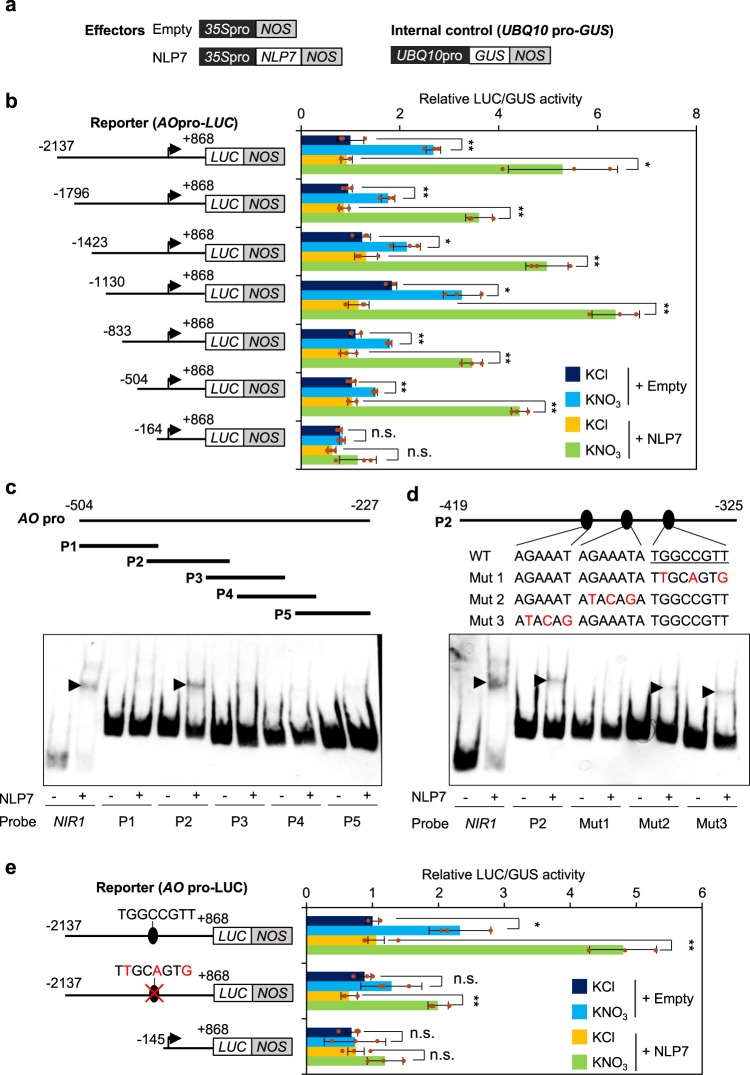
Nitrate-dependent activation of the *AO* promoter through the specific binding of NLP7. **a** Effector and internal control plasmids. The effector plasmid contains *NLP7* cDNA cloned between the modified *35* *S* promoter (*35S*pro) and the *NOS* terminator (*NOS*), while the empty vector contained no DNA insert. The plasmid carrying the GUS gene under the control of the *UBQ10* promoter (*UBQ10*pro) served as an internal control. **b** Co-transfection assay. Protoplasts from N-starved plants were co-transfected with a reporter plasmid (expressing the luciferase gene (*LUC*) under the control of a truncated fragment of the *AO* promoter), *NLP7* expression vector or the empty vector, and the internal control plasmid, and then incubated in the presence of 10 mM KNO_3_ or KCl (control). The transcription start sites are indicated by arrows. **c**, **d** Electrophoretic mobility shift assay (EMSA). DNA probes corresponding to different regions of the *AO* promoter (P1–P5) in (**c**) and the WT and mutant P2 probes in (**d**) were incubated in the presence (+) or absence (-) of recombinant NLP7. The mutant P2 probes (Mut1, Mut2, and Mut3) contained nucleotide substitutions (as indicated). A DNA fragment from the *NIR1* promoter was used as a positive control. Black arrowheads indicate retarded bands. **e** Activation of the *AO* promoter, depending on both the NLP7-binding site and NLP7. Reporter plasmids contained the WT or mutated *AO* promoter. The *AO* promoter truncated at -1,015 was used as a negative control. Nucleotide substitutions in the mutated *AO* promoter were the same as those in the Mut1 probe. In (**b**) and (**e**), data represent mean ± SD (*n* = 3), and relative LUC activity obtained from protoplasts co-transfected with the reporter plasmid (containing the full-length WT *AO* promoter) and the empty vector, and then incubated in the presence of 10 mM KCl, was set to 1. Asterisks indicate significant differences between seedlings treated with and without nitrate (Welch’s *t*-test; *P ≤ 0.05, **P ≤ 0.01). n.s. not significant.

To precisely identify the NLP-binding site(s), an electrophoretic mobility shift assay (EMSA) was performed using recombinant NLP7 and a variety of DNA probes corresponding to the sequence between −504 and −164 of the *AO* promoter (Fig. 2c, d). Only probe P2 produced a shifted band, as did an NRE-containing fragment from the *NIR1* promoter^12^ (positive control) (Fig. 2c). Since probe P2 contained three DNA sequences resembling the consensus NLP-binding sequence, TG(A/G)C(C/T)CTT or its reverse complement AAG(G/A)G(T/C)CA^10^, EMSA was further performed with three mutant probes (Mut1–3) harboring nucleotide substitutions in any of the three putative NLP-binding sites (Fig. 2d). NLP7 bound to Mut2 and Mut3 probes, but not to the Mut1 probe, thus identifying the TGGCCGTT sequence (−354 to −347 bp in the *AO* promoter) as an NLP-binding site. The relevance of the identified NLP-binding site to the nitrate-inducible expression of *AO* was investigated by co-transfection assays (Fig. 2e). Unlike the wild-type *AO* promoter, the mutant *AO* promoter (harboring the same mutations as the Mut1 probe) was barely activated by nitrate when NLP7 was not overexpressed by co-transfection of the *NLP7* effector plasmid. Although overexpressed NLP7 caused small nitrate-dependent activation of the mutant *AO* promoter, the fold induction was much lower with the mutant *AO* promoter than with the wild-type *AO* promoter. Because the mutant *AO* promoter was not evidently activated in transgenic plants as described later, this small activation was probably due to a minor interaction between sequences somehow resembling the NLP-binding site and NLP7 overexpressed in the transient assay system. These results indicated that nitrate-activated NLP7 upregulates the *AO* promoter-dependent transcription by interacting with the TGGCCGTT sequence located between −354 and −347.

### Effects of the loss of nitrate-dependent *AO* expression on plant growth and morphology

To determine the physiological significance of nitrate-induced *AO* expression, *AO* was expressed in the *ao* null mutant (*fin4-2*, SALK_013920)^47^ under the control of the wild-type *AO* promoter or mutant *AO* promoter with mutations on the identified NLP-binding site (Fig. 3a). Because the *ao* null mutant shows embryonic lethality^37^, plants heterozygous for the *ao* null allele were transformed. Then, T3 progenies homozygous for both the introduced *AO* gene and the *ao* allele were selected. The generated transgenic plants showed comparable or slightly higher levels of *AO* transcripts in the absence of nitrate. Since the transgenic lines whose T2 progenies showed a 3:1 segregation ratio of the selection marker gene were selected (see Methods), the slight differences in *AO* expression levels in transgenic lines could be due to multiple tandem insertions at a single gene locus or chromosomal position effect. On the other hand, nitrate-induced *AO* expression was clearly detected in all three independent transgenic lines generated using the wild-type *AO* promoter (*AO*pro(wt)-*AO* plants), while it was barely detectable in the three independent lines generated with the mutant *AO* promoter (*AO*pro(mut)-*AO* plants) (Fig. 3b). These results revealed that the identified NLP-binding site is a *cis*-acting element responsible for nitrate-inducible *AO* expression *in planta*.

**Fig. 3:**
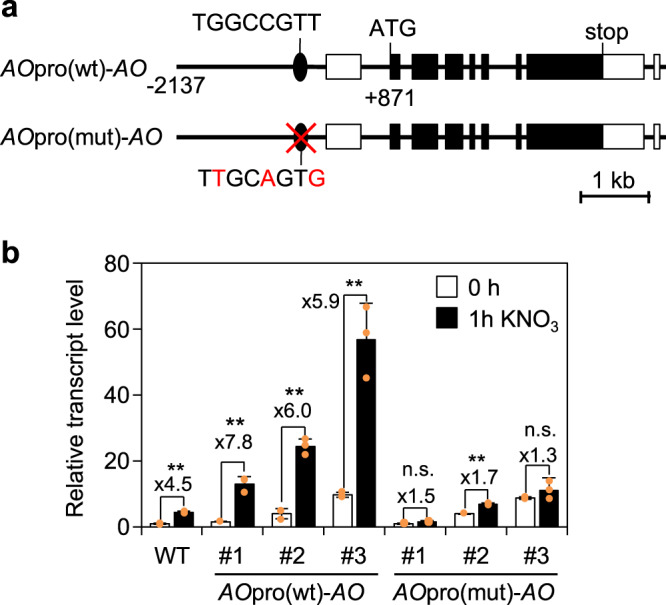
NLP-binding site-dependent induction of *AO* expression by nitrate *in planta*. **a** Schematic representation of *AO*pro(wt)-*AO* and *AO*pro(mut)-*AO* constructs introduced into the *ao* mutant. The construct contained a 6753 bp sequence of the *AO* locus (from 2,137 bp upstream of the transcription start site to 869 bp downstream of the stop codon). In the *AO*pro(mut)-*AO* construct, the NLP-binding sequence was mutated. White and black boxes indicate untranslated and translated regions, respectively. **b** RT-qPCR analysis of nitrate-induced *AO* expression in 4-day-old seedlings of the WT and three independent transgenic lines (#1, #2, and #3). The seedlings were treated with 10 mM KNO_3_ for 1 h. The expression level of *AO* in WT seedlings not exposed to the nitrate treatment was set to 1. Data represent mean ± SD (*n* = 3). Induction folds are indicated. Asterisks indicate significant differences between seedlings treated with and without nitrate (Welch’s *t*-test; *P ≤ 0.05, **P ≤ 0.01).

Phenotypic analysis of the generated transgenic lines revealed that *AO*pro(mut)-*AO* plants show growth defects and morphological abnormalities (Fig. 4, Supplementary Fig. 2). Unlike *AO*pro(wt)-*AO* plants, *AO*pro(mut)-*AO* plants showed decreases in shoot fresh weight and shorter primary root length (about 50% and 70%, respectively, compared to wild-type plants) (Fig. 4c, d). Furthermore, the *AO*pro(mut)-*AO* plants exhibited morphological abnormalities, such as narrower leaves with a disconnected vascular loop, shorter root tips, and shorter siliques (Fig. 4b, c, f, g). Defective lateral root development was also found in *AO*pro(mut)-*AO* seedlings grown on agar plates (Supplementary Fig. 2). The growth defects of *AO*pro(mut)-*AO* plants were restored at least partially by supplementation with nicotinamide or nicotinate, intermediate metabolites of the NAD^+^ salvage pathway (Supplementary Figs. 1 and 2). These results suggest that the loss of nitrate-induced expression of *AO* exerts pleiotropic effects on plant growth and development in Arabidopsis. We note that, consistent with these phenotypes, transgenic Arabidopsis plants expressing the β-glucuronidase (GUS) gene under the control of the *AO* promoter showed strong GUS staining in leaves, root-shoot junctions, main root-lateral root junctions, root tips, and pollen grains (Supplementary Fig. 3).

**Fig. 4:**
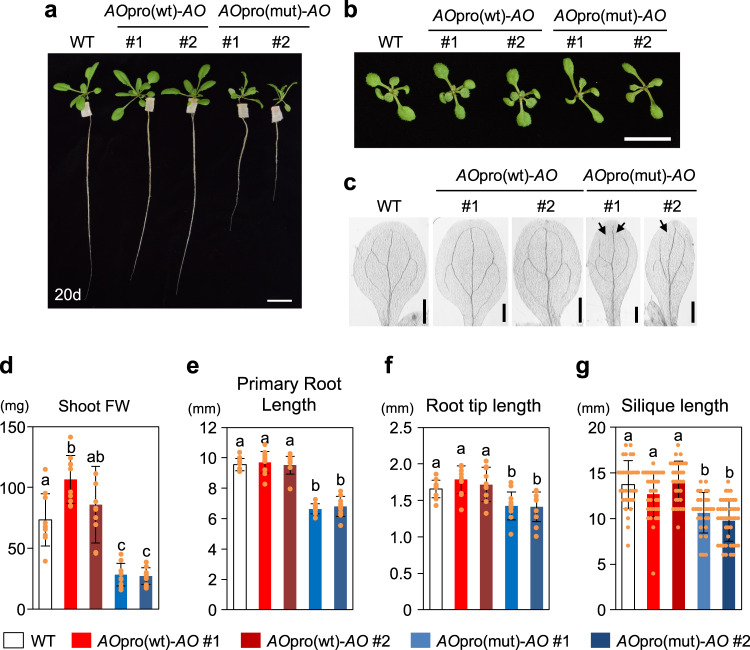
Phenotypes of *AO*pro(mut)-*AO* plants. **a** Images of shoot and root growth of seedlings grown hydroponically on 1/10MS medium for 20 days. Leaf shapes (**b**) and vascular patterns of cotyledons (**c**) of 10-day-old seedlings grown on agar plates. In (**c**), disconnected points of vascular loops are indicated by arrows. Scale bar = 2 cm (**a**), 1 cm (**b**), and 0.5 mm (**c**). **d** Fresh shoot weight of 20-day-old seedlings grown hydroponically on 1/10MS medium (*n* = 10). **e** Length of primary roots of 10-day-old seedlings grown on agar plates (*n* = 10–11). **f** Length of the meristematic region at the tip of the primary roots of 6-day-old seedlings grown on agar plates (*n* = 11–12). **g** Length of all siliques borne on the first flowering stem of plants grown on nutrient-supplemented soils under the long-day condition (*n* > 26). In (**d**–**g**), data represent mean ± SD, and different letters denote statistically significant differences (Tukey’s honestly significant difference [HSD] test; *P* < 0.05).

### Effects of the loss of nitrate-induced *AO* expression on NAD(H) and NADP(H) contents

The effects of the loss of the nitrate-dependent activation of *AO* expression on NAD(H) and NADP(H) contents were analyzed using the wild-type, *AO*pro(wt)-*AO*, and *AO*pro(mut)-*AO* plants, which were grown hydroponically in the N-free medium for 3 days to remove endogenous inorganic N and then in a 10 mM KNO_3_-containing medium for 1 day for *de novo* NAD synthesis requiring 5 enzymatic reactions (Supplementary Fig. 1), according to the scheme shown in Fig. 5a. We note that DNA microarray analysis in a later section revealed that before N starvation treatment, the expression *AO* level was about 2.75-fold lower on the log_2_ scale in *AO*pro(mut)-*AO* plants than *AO*pro(wt)-*AO* plants. 

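On the one-colour Agilent microarrays, *AO* (AT5G14760) before N starvation treatment had a normalized log_2_ signal of 1.52 ± 0.11 (SD, *n* = 3) in *AO*pro(wt)-*AO* plants and -1.33 ± 0.31 (SD, *n* = 3) in *AO*pro(mut)-*AO* plants, where 0 is the 75th percentile of an array. The log_2_ fold change was -2.85 (standard error 0.18, adjusted p = 1.97e-08, limma). The 3 arrays of *AO*pro(mut)-*AO* plants lay between -1.58 and -0.99 and those of *AO*pro(wt)-*AO* plants between 1.42 and 1.63. With each of these arrays left out in turn the log_2_ fold change lay between -3.02 and -2.72. Among the alternative processings, the less bright probe of the gene moved it most, to -1.4 (adjusted p = 0.000638).

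The difference stayed at -2.38 (adjusted p = 1.23e-07) after 3 days without N and at -2.12 (adjusted p = 4.05e-07) after the following day with KNO_3_. Within *AO*pro(wt)-*AO* plants *AO* changed by -0.45 (adjusted p = 0.0484) with N starvation and by -0.22 (adjusted p = 0.344) with KNO_3_ resupply. Within *AO*pro(mut)-*AO* plants it changed by 0.02 (adjusted p = 0.956) and 0.04 (adjusted p = 0.905). The treatment effects did not differ between the lines past the threshold (interaction 0.47, adjusted p = 0.277, and 0.26, adjusted p = 0.616).

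**Figure D1:**
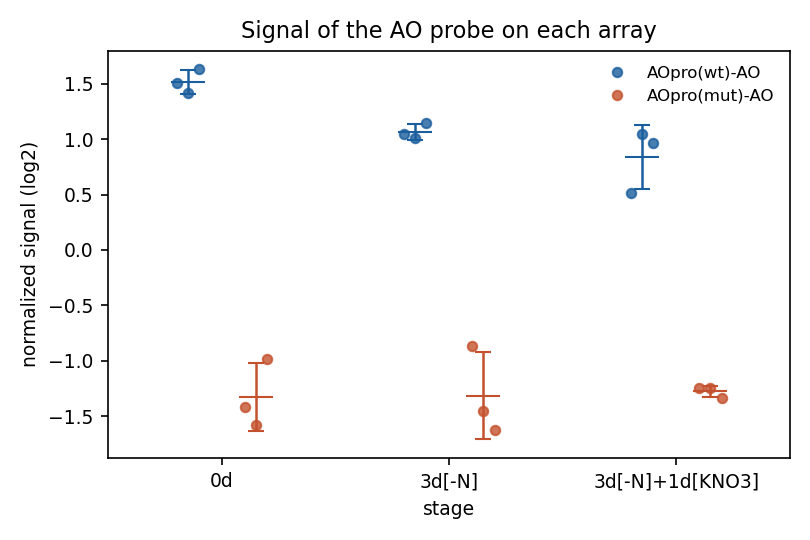
Normalized log_2_ signal of *AO* in both lines at the 3 stages; points are arrays and bars are the mean ± SD of 3 arrays.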

The NAD^+^ content of *AO*pro(mut)-*AO* plants was lower (approximately 20%) than that of wild-type and *AO*pro(wt)-*AO* plants before N starvation treatment with a statistically significant difference (Fig. 5b). The N starvation treatment decreased the contents of NAD(H) and NADP(H), while KNO_3_ supply post-N starvation treatment increased these contents in plants of all genotypes used (Fig. 5b). However, the total contents of NAD(H) and NADP(H) in wild-type and *AO*pro(wt)-*AO* plants were significantly decreased by about 40% after the N starvation treatment and increased by about 20% after the KNO_3_ supply post-N starvation treatment (Welch’s *t*-test; *P* ≤ 0.01), whereas such changes in *AO*pro(mut)-*AO* plants were not statistically significant with only about 20% decrease and 10% increase, respectively. The total NAD(H) and NADP(H) contents after the KNO_3_ supply were still lower than the contents before the N starvation, likely because the *de novo* NAD biosynthesis was still in progress to restore the original level. These results suggest that the loss of nitrate-induced expression of *AO* attenuated the modifications of NAD(H) and NADP(H) contents in response to the N nutrient condition to a limited extent. These observations are in sharp contrast to the substantially reduced growth of *AO*pro(mut)-*AO* plants (Fig. 4). Therefore, these results meant that the negative effects of the loss of nitrate-induced *AO* expression are mostly compensated for by the decline in growth rate, consistent with the lethal phenotype of the *ao* mutant. Considering fresh weight per plant (Fig. 4), the total amount of NAD(H) and NADP(H) synthesized by *AO*pro(mut)-*AO* plants per individual was estimated to be less than half of that in the wild-type and *AO*pro(wt)-*AO* plants.

**Fig. 5:**
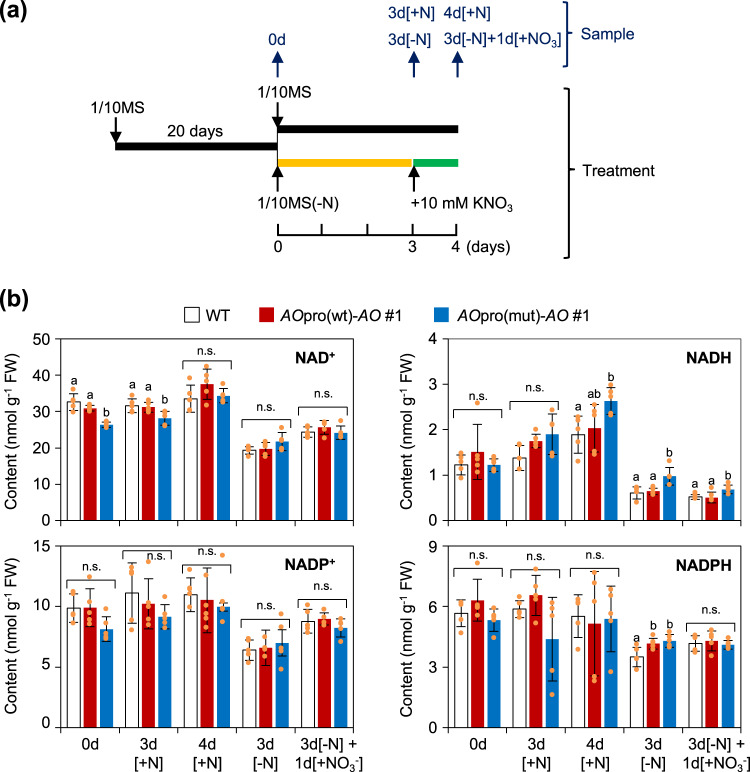
Dynamics of shoot NAD(H) and NADP(H) contents in response to changes in the N environment. **a** Experimental scheme for sampling time and N conditions. Sample 0d, plants grown hydroponically on 1/10MS medium for 20 d; sample 3d[-N], plants grown for 3 d on N-free 1/10MS medium after cultivation on 1/10MS medium for 20 d; sample 3d[-N3] + 1d[KNO_3_^-^], plants treated with 10 mM KNO_3_ at day 23. Control samples 3d[+N] and 4d[+N] represent plants grown hydroponically on 1/10MS medium for 20 days and then on fresh 1/10MS medium for 3 or 4 days, respectively. **b** NAD^+^, NADH, NADP^+^, and NADPH contents of the whole shoots of WT, *AO*pro(wt)-*AO*, and *AO*pro(mut)-*AO* plants sampled according to the scheme in (**a**). Data represent mean ± SD (*n* = 5). Different letters denote statistically significant differences (Tukey’s HSD test; *P* < 0.05).

### Modified metabolite contents in *AO*pro(mut)-*AO* plants

To identify the metabolic pathways that are strongly affected by the loss of the nitrate-induced *AO* expression, we performed a metabolomic analysis of the plants grown hydroponically according to the scheme shown in Fig. 5a. Measurement of metabolite contents in wild-type plants and two independent lines of each *AO*pro(wt)-*AO* and *AO*pro(mut)-*AO* genotypes revealed the contents of 68 metabolites including various organic acids and amino acids. As a result, the effect of selective abolishment of nitrate-induced *AO* expression was found to be more pronounced in the contents of TCA cycle-related organic acids but less prominent in the contents for amino acids and other groups of primary metabolites (Supplementary Data 1). For instance, before N starvation treatment, fumarate content in *AO*pro(mut)-*AO* plants was about half of those of wild-type and *AO*pro(wt)-*AO* plants (0d samples in Fig. 6, Supplementary Data 1). Consistent with the fact that fumarate is one of the most abundant metabolites in the TCA cycle, the total amount of metabolites in the TCA cycle was significantly lower in *AO*pro(mut)-*AO* plants (approximately 30% of that in wild-type plants) (Supplementary Data 1, Fig. 6a). Furthermore, metabolomic analysis clarified that the nutritional environment-induced changes in contents of TCA cycle-associated metabolites were similar in wild-type and *AO*pro(wt)-*AO* plants but distinct in *AO*pro(mut)-*AO* plants (Fig. 6a). Most evidently, in *AO*pro(mut)-*AO* plants, KNO_3_ supply post-N starvation treatment induced strong accumulation of citrate, another abundant metabolite in the TCA cycle, and succinate, which serve as substrates for the synthesis of 2-oxoglutarate (2-OG) necessary for N assimilation as carbon skeletons. Since the increases in citrate content in *AO*pro(mut)-*AO* plants (about 1000 nmol/g FW change) corresponded to about 15 % of the total organic acids in the TCA cycle, diminishing nitrate-inducible *AO* expression also exerted the pronounced effect on the composition of TCA metabolites, as shown by pie charts in Supplementary Fig. 4. These results revealed that nitrate-induced expression of *AO* is essential for proper maintenance of the TCA cycle in response to changes in the N nutrient environment.

**Fig. 6:**
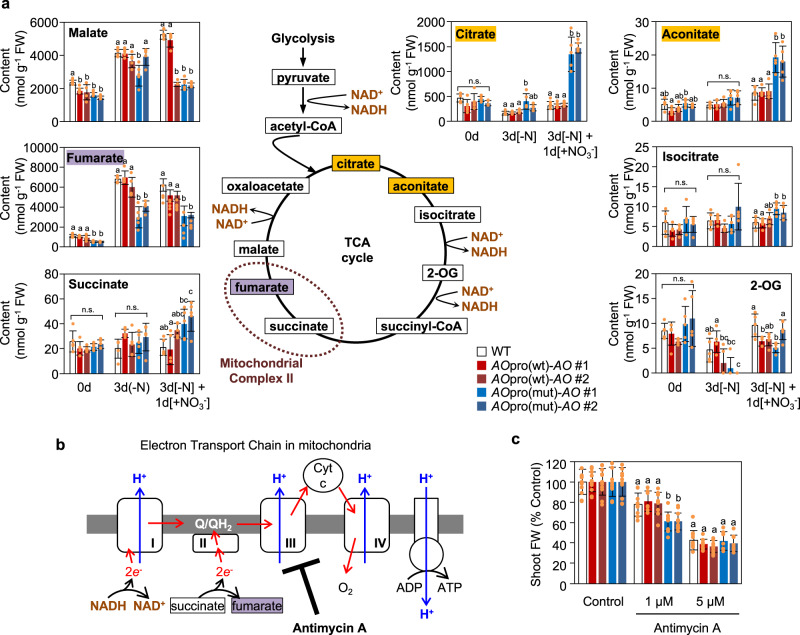
Abnormal accumulation of TCA cycle metabolites in *AO*pro(mut)-*AO* plants. **a** Contents of TCA cycle intermediates were measured in the shoots of WT, *AO*pro(wt)-*AO*, and *AO*pro(mut)-*AO* plants grown according to the scheme shown in Fig. 5a. Data represent mean ± SD (*n* = 5). **b** Schematic representation of the mitochondrial electron transport chain. Antimycin A inhibits the activity of Complex III. Q, ubiquinone; QH_2_, ubiquinol. **c** Effect of antimycin A on the shoot fresh weight. Seedlings were initially grown in the absence of antimycin A for 4 days and then in the presence of the indicated concentrations of antimycin A for 6 days (*n* = 7–12). Two independent lines (#1 and #2) of *AO*pro(wt)-*AO* and *AO*pro(mut)-*AO* plants were used. In (**a**, **c**), different letters denote statistically significant differences (Tukey’s HSD test; *P* < 0.05).

The modified contents of TCA cycle-related organic acids in *AO*pro(mut)-*AO* plants may suggest attenuation of some enzymatic processes in the TCA cycle in *AO*pro(mut)-*AO* plants. Because fumarate is produced by mitochondrial complex II, a part of ETC, using NADH (Fig. 6b), we hypothesized that the low level of fumarate in *AO*pro(mut)-*AO* plants was caused by defects in the mitochondrial ETC. Consistent with this hypothesis, 1 µM antimycin A, an inhibitor of the ETC, inhibited the growth of *AO*pro(mut)-*AO* plants more effectively than that of wild-type and *AO*pro(wt)-*AO* plants (Fig. 6c). The *nlp6 nlp7-1* double mutant and the NLP6-SUPRD transgenic line also showed high sensitivity against 1 µM antimycin A (Supplementary Fig. 5), in line with the idea that NLP-mediated nitrate signaling impacts mitochondrial activity by modulating *AO* expression.

We note that, before N starvation treatment, the contents of arginine, proline, and several other urea cycle-related polyamines, such as putrescine and spermine, were different between *AO*pro(mut)-*AO* plants and the others, although the loss of nitrate-induced *AO* expression had little effect on the total amount of amino acids or the contents of most other amino acids (Supplementary Data 1, Fig. 7). Furthermore, these contents varied differently in WT and *AO*pro(wt)-*AO* plants and *AO*pro(mut)-*AO* plants. This result suggested another effect of the loss of nitrate-induced *AO* expression on primary metabolism.

**Fig. 7:**
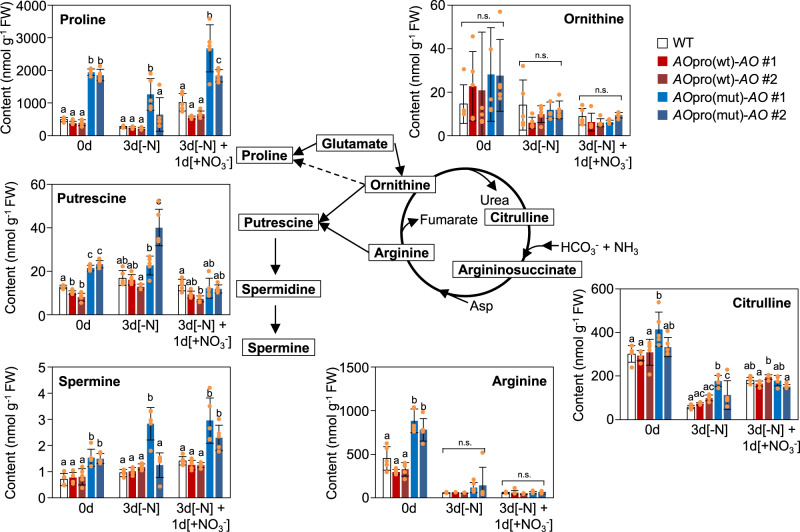
Abnormal accumulation of urea cycle-associated metabolites in *AO*pro(mut)-*AO* plants. Contents of urea cycle-associated metabolites were measured in the shoots of WT, *AO*pro(wt)-*AO*, and *Ao*pro(mut)-*AO* plants grown according to the scheme shown in Fig. 5a. Two independent lines (#1 and #2) of *AO*pro(wt)-*AO* and *AO*pro(mut)-*AO* plants were used. Data represent mean ± SD (*n* = 5). Different letters denote statistically significant differences (Tukey’s HSD test; *P* < 0.05).

Overall, compared to wild-type and *AO*pro(wt)-*AO* plants, *AO*pro(mut)-*AO* plants exhibited different accumulation of several TCA cycle- and urea cycle-related metabolites under any N nutrient conditions. These differences in metabolic balance, especially the differences under a normal steady growth condition before N starvation treatment, might be associated with the growth defect and morphological abnormality observed in Fig. 4 and Supplementary Fig. 2.

### Limited effects of loss of nitrate-induced *AO* expression on nitrate reduction and N assimilation

Glutamine and glutamate contents were not notably different among wild-type, *AO*pro(wt)-*AO*, and *AO*pro(mut)-*AO* plants (Fig. 8a, Supplementary Data 1). Since glutamine and glutamate are the primary products of N assimilation and excellent metabolite markers for N assimilation activity^48^, this result suggested that the loss of nitrate-induced *AO* expression did not remarkably affect N assimilation and NADH-dependent reduction of nitrate. Therefore, we examined decreases in nitrate concentration upon N starvation in wild-type, *AO*pro(wt)-*AO*, and *AO*pro(mut)-*AO* plants and then found that these plants show a similar decrease in nitrate concentration upon N starvation (Fig. 8b). The observed declines in nitrate concentration were dependent on nitrate reductase (NR) because the decrease in nitrate concentration was very slow in seedlings of G'4-3, a *nia1 nia2* double mutant, which has only about 0.1% of the wild type NR activity in shoots and 5-10% of the wild type in roots^49,50^. Accordingly, these results suggest that the loss of nitrate-induced *AO* expression had no apparent effect on the nitrate reduction process as well as N assimilation.

**Fig. 8:**
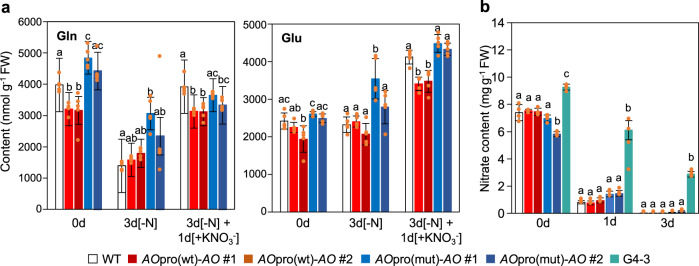
Limited effects of erasing nitrate-induced *AO* expression on glutamine and glutamate contents and decreases in nitrate content. **a** Glutamine and glutamate contents in the shoots of WT, *AO*pro(wt)-*AO*, and *AO*pro(mut)-*AO* plants grown according to the scheme shown in Fig. 5a. Two independent lines (#1 and #2) of *AO*pro(wt)-*AO* and *AO*pro(mut)-*AO* plants were used. Data represent mean ± SD (*n* = 5). **b** Decreases in the shoot nitrate content of wild-type, *AO*pro(wt)-*AO*, *AO*pro(mut)-*AO*, *nlp7* and G'4-3 seedlings during the N starvation treatment. Seedlings were first grown in the presence of KNO_3_ and NH_4_NO_3_ for 8 days and then grown in the absence of N sources for 0, 1, or 3 days. To grow G'4-3 (*nia1 nia2* double mutant) seedlings and other seedlings under the same nutrient condition, medium containing ammonium as N source was used in the pre-culture of all seedlings. Data represent mean ± SD (*n* = 4). In (**a**, **b**), different lowercase letters indicate significant differences among various genotypes (*P* < 0.05; Tukey’s HSD test).

### Effect of the loss of nitrate inducibility of *AO* expression on gene expression profiles

Based on the different dynamics of primary metabolite contents in wild-type, *AO*pro(wt)-*AO*, and *AO*pro(mut)-*AO* plants, we speculated that the loss of nitrate-induced *AO* expression might also cause unique modifications in the expression profiles in *AO*pro(mut)-*AO* plants through metabolite-mediated regulations. This possibility was examined by DNA microarray analysis of *AO*pro(wt)-*AO* and *AO*pro(mut)-*AO* plants grown according to the scheme shown in Fig. 5a. 

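Shoots of both lines were compared at 3 stages: before N starvation, after 3 days without N, and after 1 further day with 10 mM KNO_3_. Each of the 6 groups had 3 one-colour arrays, 18 in all. The control plants that the paper kept on N over the same time are not among them. A change with a treatment therefore includes any change with age. An interaction likewise includes any difference between the lines in the change with age. The background-corrected signal of each probe was put on the log_2_ scale and shifted by the 75th percentile of its array. Of 43603 distinct probes, 36163 (82.9%) were matched to 26716 genes, and 29415 probes of 21059 genes were well above background on every array of at least 1 group and were tested. Between 72.6% and 76.1% of the spots of an array were well above background, and no spot was saturated. A model with the 6 group means was fitted to all arrays with limma, and p-values were adjusted by the Benjamini-Hochberg method over the probes tested. A gene was called at an adjusted p of 0.05 or less with an absolute log_2_ fold change of 1 or more. With 3 arrays per group the precision is limited, and 1 array can decide a call. Where a gene was not above background in the dim group, a fold bound is given: the mean of the bright group over its arrays against the dim group's mean of, per array, the higher of the lowest signal among probes well above background and the dim probe's own signal. Such a bound holds for the processed signal and not for other background corrections. These choices were made before the data were examined.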

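Among the 21059 genes tested, 825 were higher and 497 lower in *AO*pro(mut)-*AO* than in *AO*pro(wt)-*AO* plants before N starvation. At an unadjusted p under 0.05 without a minimum fold change, 10549 genes passed. Among the settings of background and normalization, normexp background correction with quantile normalization moved the counts most, to 333 higher and 216 lower. Normexp alone changed the balance to 532 higher and 129 lower. In 53.5% of the 20998 genes with a value on all 6 arrays, the 3 arrays of each line did not overlap, against 10% expected by chance.

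Among the genes called by their brightest probe, a smaller set than those called by any probe, 1202 had arrays that did not overlap. By the fitted change, the increase was largest in AT1G32190 (5.66, adjusted p = 0.000154, above background on 1 of 3 *AO*pro(wt)-*AO* arrays) and AT5G55150 (at least 17.2-fold). The *AO*pro(mut)-*AO* arrays of AT5G55150 had an SD of 1.31 (log_2_), so the size of its bound is uncertain. By the fitted change *WRKY59* (at least 2.54-fold) and AT5G22490 (at least 3.71-fold) fell most, but neither was above background in *AO*pro(mut)-*AO* plants and normexp reversed their direction (0.23 and 0.10). The bounds are below the decrease of *AO*, so this order is not one of measured size.

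Called genes were not spread evenly along the chromosomes. In the gene order of the RefSeq annotation (assembly TAIR10.1), 442 (53.6%) of the 825 higher genes lie in 1 run of neighbouring genes on chromosome 5, from AT5G49520 to AT5G61610, and AT5G55150 is among them. The run holds 1034 (4.9%) of the genes tested, and 4 of the 497 lower genes. With its genes left out, 381 genes were higher and 492 lower. The run was looked for after the data were examined.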

The results showed that before the N starvation treatment, 401 and 268 genes were upregulated and downregulated in *AO*pro(mut)-*AO* plants, respectively (*n* = 3, adjusted *P*-value ≤ 0.05, log_2_ fold change ≥ |1|) (Supplementary Data 2 and 3). 

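Gene Ontology terms were not used here, and words in the RefSeq gene symbols and synonyms stood in for them. The 6 word sets were fixed beforehand and tested by a one-sided Fisher's exact test over the genes tested, with adjustment over 30 tests. Among the 1322 genes called before N starvation, words for disease response marked 6 of 29 genes against 1.82 expected (adjusted p = 0.0424), all 6 lower in *AO*pro(mut)-*AO* plants. Photosynthesis words marked 9 of 80 genes against 5.02 expected (adjusted p = 0.135), and all 9 were higher. Senescence words marked 5 of 25 genes against 1.57 expected (adjusted p = 0.0598). With the 825 higher genes tested apart from the lower ones, and adjustment over 60 tests, photosynthesis words reached an adjusted p of 0.0268 and senescence words 0.0216. Cytokinin words marked 8 of 50 genes against 3.14 expected (adjusted p = 0.0451). Salicylic acid words marked 2 of 6 genes (adjusted p = 0.125), and among the lower genes apart they reached an adjusted p of 0.047. Nitrate words marked 2 of 26 genes (adjusted p = 0.615).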

Subsequent GO analysis revealed that these genes were enriched with photosynthesis, disease response, and senescence-related genes (Supplementary Data 4). Interestingly, both N starvation and KNO_3_ supply post-N starvation treatment modified the expression levels of a much smaller number of genes in *AO*pro(mut)-*AO* plants than in *AO*pro(wt)-*AO* plants (Supplementary Data 5–12). Furthermore, the slope of the linear regression lines representing the correlation between the changes in expression of each gene due to N starvation or KNO_3_ supply in *AO*pro(wt)-*AO* plants and *AO*pro(mut)-*AO* plants was less than 1 (0.59 and 0.49) (Fig. 9a, b). These results indicated that in *AO*pro(mut)-*AO* plants, the reactions to N starvation and KNO_3_ supply were attenuated in the gene expression profile, as were the modifications of NAD(H) and NADP(H) contents in response to the N nutritional change (Fig. 5b). 

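N starvation called 1079 genes in *AO*pro(wt)-*AO* plants (622 higher, 457 lower) and 545 in *AO*pro(mut)-*AO* plants (310 higher, 235 lower). KNO_3_ resupply called 933 (339 higher, 594 lower) and 325 (147 higher, 178 lower). The counts in *AO*pro(wt)-*AO* plants were thus 1.98 and 2.87 times those in *AO*pro(mut)-*AO* plants. Among the settings of background and normalization, normexp moved the count in *AO*pro(mut)-*AO* plants most for both treatments, to 173 (61 higher, 112 lower) against 506 in *AO*pro(wt)-*AO* plants with N starvation and to 110 against 449 (217 higher, 232 lower) with resupply. Normexp with quantile normalization gave 104 higher and 119 lower with N starvation and 72 higher and 55 lower with resupply in *AO*pro(mut)-*AO* plants, a balance opposite to that with the percentile shift alone. Arrays did not overlap for 69.1% and 53.0% of the genes with a value on all arrays compared with N starvation in the 2 lines, and for 54.1% and 44.9% with resupply.

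The following order is by the fitted change. In *AO*pro(wt)-*AO* plants *SAG12* (at least 119-fold) and *RXF26* (at least 9.87-fold) rose most with N starvation, and *SESA5* (at least 34.5-fold) and *BHLH100* (-7.22, adjusted p = 0.000563, above background on 1 of 3 starved arrays) fell most. In *AO*pro(mut)-*AO* plants *SAG12* (at least 45.8-fold) and *RXF26* (at least 33.8-fold) rose most, and *SESA5* (at least 50.3-fold) and *LCR67* (at least 139-fold) fell most. *SESA5* lies in the run on chromosome 5. With resupply AT4G15670 (at least 12.2-fold) and AT4G15680 (at least 10.6-fold) rose most and *MYB90* (-6.89, adjusted p = 1.72e-06) and *TSF* (-5.43, adjusted p = 4.4e-08), each above background on 1 of 3 resupplied arrays, fell most in *AO*pro(wt)-*AO* plants. AT5G62080 (at least 44.9-fold) and AT5G44540 (at least 16.0-fold) rose, and AT2G26695 (at least 3.39-fold) and *MYB90* (-2.74, adjusted p = 0.00441) fell most in *AO*pro(mut)-*AO* plants. Where a bound is given, the dim group was not above background on any array. A bound rests on the mean of the bright group, whose arrays were far apart in some cases. For *SAG12* the SD (log_2_) of the starved arrays was 3.90 in *AO*pro(wt)-*AO* and 2.05 in *AO*pro(mut)-*AO* plants. For *SESA5* it was 1.65 on the *AO*pro(wt)-*AO* arrays before N starvation. The size of these bounds is therefore uncertain. Among the genes called by their brightest probe, 976 and 498 with N starvation and 873 and 286 with resupply had arrays that did not overlap.

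**Figure D2:**
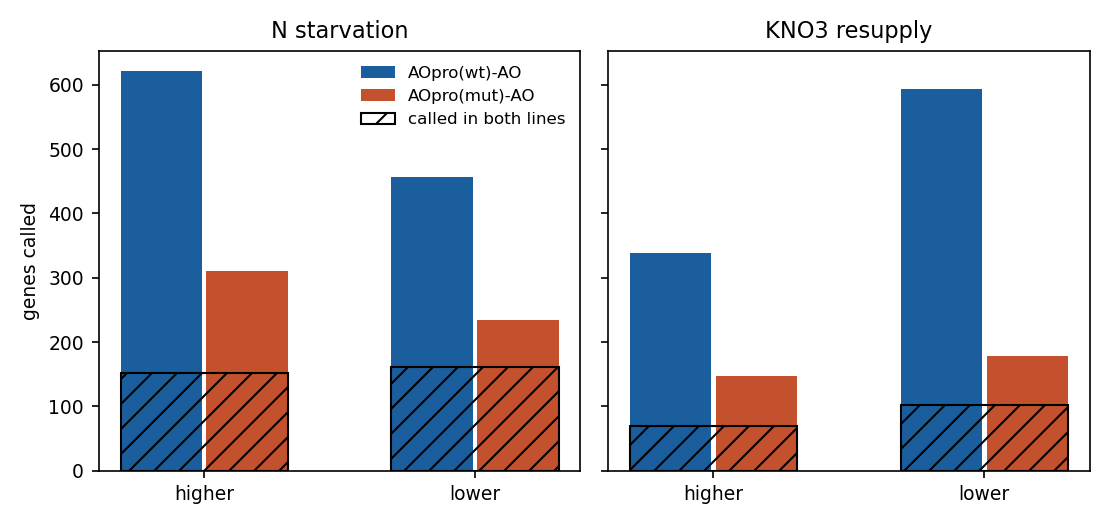
Genes called higher or lower with each treatment in the 2 lines; hatched parts are genes called in the same direction in both lines.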

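Over 21059 genes the slope of the change in *AO*pro(mut)-*AO* plants on the change in *AO*pro(wt)-*AO* plants was 0.639 (R2 = 0.561) for N starvation and 0.461 (R2 = 0.392) for KNO_3_ resupply. The jackknife standard error over arrays was 0.0594 and 0.0845. Leaving out single arrays kept the slopes within 0.606 to 0.69 and 0.411 to 0.524. Least squares takes the change in *AO*pro(wt)-*AO* plants as free of error. With that change computed on separate *AO*pro(wt)-*AO* arrays, the slopes became 0.693 and 0.531.

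The regression of *AO*pro(wt)-*AO* on *AO*pro(mut)-*AO* changes had slopes of 0.877 and 0.850, so both directions of regression gave less than 1. The ratio of the standard deviations, which treats the lines alike, was 0.854 and 0.736. The standard deviation of the log_2_ fold changes was 0.57 in *AO*pro(wt)-*AO* and 0.49 in *AO*pro(mut)-*AO* plants for N starvation, and 0.48 and 0.35 for resupply. Among the alternatives of processing, normexp moved the slope for N starvation most (0.491) and including dim probes moved that for resupply most (0.374).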

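From the smaller numbers of responding genes and the slopes below 1, the paper concludes that the responses of the expression profile to both treatments were attenuated in *AO*pro(mut)-*AO* plants, in parallel with the smaller changes of NAD(H) and NADP(H) in Fig. 5b. A test of the difference between the lines is the interaction of line and treatment. At an unadjusted p of 0.001 or less, 949 genes had an interaction with N starvation (607 higher, 342 lower in *AO*pro(mut)-*AO* plants) and 897 with KNO_3_ resupply (472 higher, 425 lower), where about 29.4 probes are expected by chance. After adjustment the numbers at 0.05 were 1809 (1062 higher, 747 lower) and 1447 (758 higher, 689 lower).

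Among the 622 genes called higher with N starvation in *AO*pro(wt)-*AO* plants, the interaction was lower in 97 and higher in 1. Among the 457 called lower it was higher in 129 and lower in 1. For resupply the corresponding numbers were 104 and 0 of 339 genes, and 146 and 0 of 594. Genes chosen for a large change in *AO*pro(wt)-*AO* plants tend by choice to change less in *AO*pro(mut)-*AO* plants. Genes chosen in *AO*pro(mut)-*AO* plants were more even, although that choice by itself tends towards larger changes in *AO*pro(mut)-*AO* plants. Of the 310 higher with N starvation, 12 had a higher and 12 a lower interaction, and of the 235 lower, 14 had a lower and 7 a higher one. With resupply the numbers were 8 and 12 of 147, and 21 and 13 of 178.

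Genes called in only 1 line need not differ between the lines. Of the 763 genes called with N starvation in *AO*pro(wt)-*AO* plants alone, 282 had an interaction at an adjusted p of 0.05 or less, and of the 762 called with resupply, 284 did. The count of N starvation interactions moved most with array weights (2008) and that of resupply interactions with normexp (305). Single arrays left out gave 576 to 1157 and 591 to 1417 genes.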

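The same word sets were tested in the genes called with each treatment. With N starvation, nitrate words marked 5 of 26 genes in *AO*pro(wt)-*AO* plants against 1.33 expected (adjusted p = 0.0424) and 3 in *AO*pro(mut)-*AO* plants against 0.673 expected (adjusted p = 0.0786). Senescence words marked 6 genes against 1.28 expected (adjusted p = 0.0205) in *AO*pro(wt)-*AO* and 2 (adjusted p = 0.255) in *AO*pro(mut)-*AO* plants. Cytokinin words marked 9 against 2.56 expected (adjusted p = 0.0205) and 2 (adjusted p = 0.532).

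With KNO_3_ resupply, salicylic acid words marked 2 of 6 genes in *AO*pro(wt)-*AO* plants (adjusted p = 0.0783) and 0 in *AO*pro(mut)-*AO* plants (adjusted p = 1). Nitrate words marked 3 (adjusted p = 0.212) and 1 (adjusted p = 0.499). Disease words were enriched in both lines, with 5 genes in *AO*pro(wt)-*AO* against 1.28 expected (adjusted p = 0.0424) and 3 in *AO*pro(mut)-*AO* plants against 0.448 expected (adjusted p = 0.0424). Cytokinin words marked 7 against 2.22 expected (adjusted p = 0.0424) and 2 (adjusted p = 0.318). Of the 6 sets, 3 and 2 passed in *AO*pro(wt)-*AO* plants with starvation and resupply, and 0 and 1 in *AO*pro(mut)-*AO* plants. Enrichment was not tested between the lines, and the longer lists of *AO*pro(wt)-*AO* plants give its tests more power.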

GO analysis also supported this observation, showing that the GO terms enriched in *AO*pro(mut)-*AO* plants after N starvation or KNO_3_ supply, such as nitrate and salicylic acid response, were more highly enriched in *AO*pro(wt)-*AO* plants and also that the range of GO term repertoire was broader in *AO*pro(wt)-*AO* plants than in *AO*pro(mut)-*AO* plants (Supplementary Data 13-16).

**Fig. 9:**
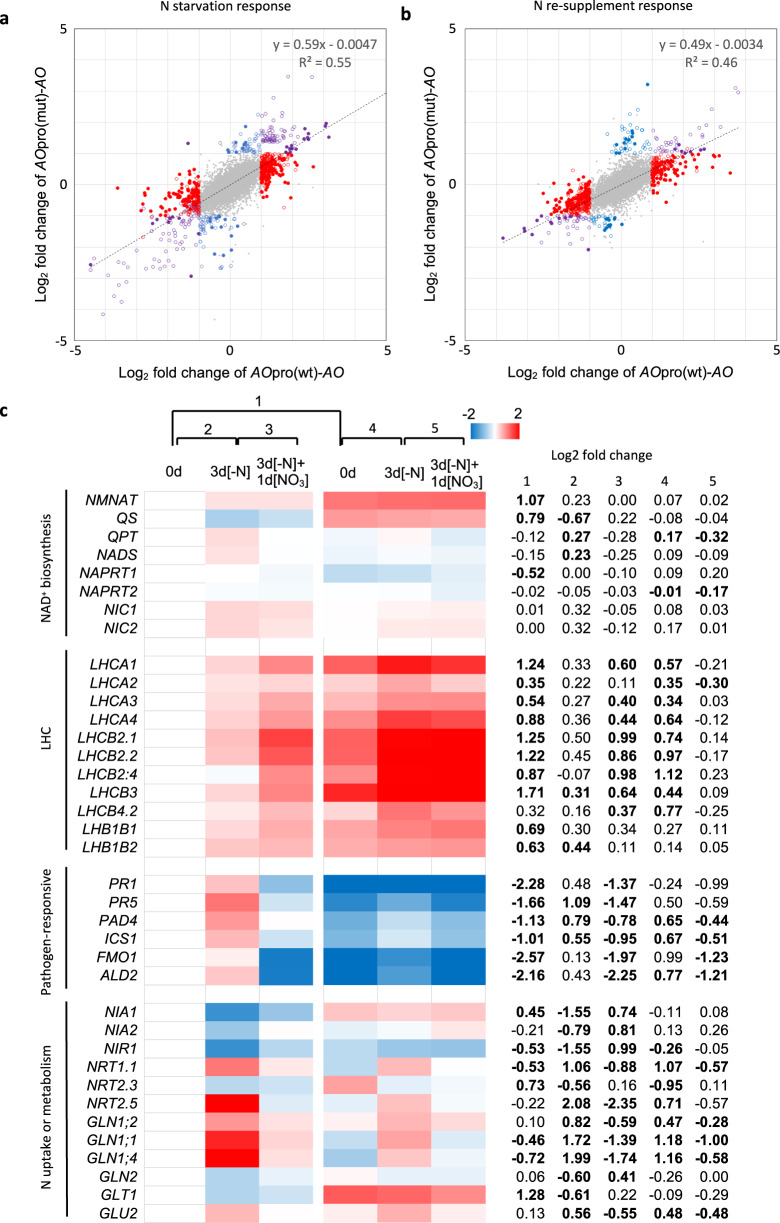
Effects of the loss of nitrate-induced *AO* expression on the transcriptome. Scatter plots of log_2_ fold changes in gene expression by N starvation treatment (0d vs. 3d[–N]) (**a**) or by nitrate resupply (3d[-N] vs. 3d[-N] + 1d[KNO_3_]) (**b**) in *AO*pro(wt)-*AO* and *AO*pro(mut)-*AO* plants. Gray dots indicate genes that did not significantly respond to N starvation treatment or KNO_3_ resupply, while open circles in red, blue, and purple indicate genes that significantly responded to N starvation treatment or KNO_3_ resupply in only *AO*pro(wt)-*AO*, only *AO*pro(mut)-*AO*, and both, respectively (log_2_ fold change ≥ |1|, adjusted *P*-value ≤ 0.05). Closed red, blue, and purple circles were applied when the adjusted P-value was less than 0.001. **c** Heatmap of typical genes whose expression levels were differentially modified in *AO*pro(wt)-*AO* vs. *AO*pro(mut)-*AO* plants during changes in the N conditions. Log_2_ fold changes (relative to the expression levels in sample 0d of *AO*pro(wt)-*AO* plants) are shown with a color scale. A chart on the right side of the heatmap shows log_2_ fold changes of expression levels in *AO*pro(mut)-*AO* to those in *AO*pro(wt)-*AO* plants before N starvation treatment (column 1), log_2_ fold changes caused by N starvation treatment (column 2) or nitrate resupply (column 3) in *AO*pro(wt)-*AO* plants, and log_2_ fold changes caused by N starvation treatment (column 4) or nitrate resupply (column 5) in *AO*pro(mut)-*AO* plants. Statistically significant differences are indicated in bold font (*P* < 0.05).

The further analysis was performed using the Upset Shiny apps (https://gehlenborglab.shinyapps.io/upsetr/)^51^ to clarify overlaps among the lists of differentially expressed genes (Supplementary Fig. 6). 

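The lists of called genes were compared in 45 pairs by a one-sided Fisher's exact test over the genes tested. N starvation raised 152 genes in both lines against 9.16 expected and lowered 161 against 5.10 expected. KNO_3_ resupply raised 69 in both lines against 2.37 expected and lowered 102 against 5.02 expected. Called in opposite directions in the 2 lines were 3 genes with N starvation and 0 with resupply. In *AO*pro(mut)-*AO* plants 229 genes were called with N starvation and 154 with resupply that were not called in *AO*pro(wt)-*AO* plants.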

As expected, many overlaps represented the genes similarly upregulated or downregulated by the same treatment in *AO*pro(wt)-*AO* and *AO*pro(mut)-*AO* plants. 

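In *AO*pro(wt)-*AO* plants, 219 genes rose with N starvation and fell with KNO_3_ resupply against 17.5 expected, and 129 fell and then rose against 7.36 expected. In *AO*pro(mut)-*AO* plants the numbers were 34 against 2.62 expected and 25 against 1.64 expected. Both comparisons within a line use the same 3 starved arrays with opposite sign, which by itself favours opposite changes. How far it does so among genes that respond to both was not measured. Across the lines, where no array is shared, 51 genes rose with N starvation in *AO*pro(wt)-*AO* and fell with resupply in *AO*pro(mut)-*AO* plants against 5.26 expected, and 71 rose in *AO*pro(mut)-*AO* and fell in *AO*pro(wt)-*AO* plants against 8.74 expected. Going the other way, 33 genes fell with N starvation in *AO*pro(wt)-*AO* and rose with resupply in *AO*pro(mut)-*AO* plants against 3.19 expected, and 36 fell in *AO*pro(mut)-*AO* and rose in *AO*pro(wt)-*AO* plants against 3.78 expected.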

Most of the other overlaps were found between the lists of N starvation-responsive genes and genes whose expression levels were modulated in the opposite direction by KNO_3_ resupply. On the other hand, we also found that considerable overlaps between the list of differentially expressed genes in *AO*pro(mut)-*AO* plants before N starvation treatment and other gene lists barely existed, except for an overlap between the lists of the genes downregulated in *AO*pro(mut)-*AO* before N starvation treatment and the genes downregulated in *AO*pro(wt)-*AO* after KNO_3_ resupply, which was enriched with defense and senescence-related genes. Therefore, it is likely that the unique modifications in transcriptional profiles of *AO*pro(mut)-*AO* plants do not necessarily coincide with short-term nitrate signaling responses, but may also partly reflect the regulation associated with metabolites in nitrate signaling-regulated metabolic pathways.

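Of the 497 genes lower in *AO*pro(mut)-*AO* plants before N starvation, 176 (35.4%) were also lower after KNO_3_ resupply in *AO*pro(wt)-*AO* plants, against 14.0 expected (Fisher's exact test, adjusted p = 1.26e-148). Without the minimum fold change the overlap was 1569 genes against 1125 expected. Other overlaps of the 0d lists also exceeded the number expected. The 497 lower genes shared 76 with the genes lowered by resupply in *AO*pro(mut)-*AO* plants (4.2 expected), 83 with those raised by N starvation in *AO*pro(mut)-*AO* plants (7.32 expected) and 79 with those raised by it in *AO*pro(wt)-*AO* plants (14.7 expected). The 825 higher genes shared 97 with the genes raised by N starvation in *AO*pro(wt)-*AO* plants (24.4 expected, adjusted p = 1.31e-31), 48 with those lowered by it in *AO*pro(mut)-*AO* plants (9.21 expected), 45 with those lowered in *AO*pro(wt)-*AO* plants (17.9 expected) and 43 with those raised by resupply in *AO*pro(wt)-*AO* plants (13.3 expected). Without the minimum fold change the 4 overlaps of the higher genes came close to the number expected, except that with the genes lowered by N starvation in *AO*pro(mut)-*AO* plants (1265 against 1065). The comparison at 0d shares its 0d arrays with the starvation comparisons. Noise on them favours the overlaps of 97, 83 and 48 genes and works against those of 79 and 45. The overlaps with resupply share no array.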

Detailed analysis of differentially expressed genes in *AO*pro(wt)-*AO* and *AO*pro(mut)-*AO* plants revealed that a set of genes encoding light-harvesting complex (LHC) proteins were upregulated in *AO*pro(mut)-*AO* plants. In contrast, typical pathogen-responsive genes were downregulated (Fig. 9c, Supplementary Data 2 and 3). Furthermore, N starvation treatment and KNO_3_ supply resulted in relative increases in the expression of *LHC* genes only in *AO*pro(mut)-*AO* plants and only in *AO*pro(wt)-*AO* plants, respectively (column 2 vs. column 4 and column 3 vs. column 5 of the table inserted in Fig. 9c). Similarly, KNO_3_ supply post-N starvation treatment reduced the activation of pathogen-responsive genes more clearly in *AO*pro(wt)-*AO* plants. Furthermore, N nutrient condition-dependent modulations of the expression levels of several N metabolism-related genes were evident only in *AO*pro(wt)-*AO* plants (Fig. 9c). Collectively, the detailed analysis of differentially expressed genes also indicated that the modifications in gene expression in response to changes in the nutrient condition are generally blunted in *AO*pro(mut)-*AO* plants. 

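All 11 *LHC* genes listed in Fig. 9c were higher in *AO*pro(mut)-*AO* plants before N starvation, by 0.07 to 1.33 (mean 0.63, median 0.68). The rotation test fry of limma, with adjustment over 21 tests of 3 gene lists, gave an adjusted p of 9.68e-05. Of the 11 genes, 10 had an adjusted p of 0.05 or less over all genes and 10 when adjusted over the list alone. The study chose the list on these same samples, so this count is not independent evidence. By the brightest probe of each gene only *LHCB3* (1.33, adjusted p = 5.87e-08) passed the minimum fold change, and it lies in the run on chromosome 5. Less bright probes of *LHCA1*, *LHCA4*, *LHCB2.1*, *LHCB2.2* and *LHB1B2* passed it too. Without *LHCB3* the mean was 0.56 (adjusted p = 0.000242). *LHCA1* (0.68, adjusted p = 1.49e-05) and *LHB1B2* (0.79, adjusted p = 2.49e-06) were below a 2-fold change by that probe, and *LHCB4.2* did not differ (0.07, adjusted p = 0.73).

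The test camera, which compares a list with all other genes, depends on how far the genes of a list move together. With the correlation estimated from the arrays (0.736 for the *LHC* list, 0.542 for the pathogen-responsive list and -0.037 for the N list) no call on the 3 lists holds, and the adjusted p for the *LHC* list was 0.331.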

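The 6 pathogen-responsive genes were all lower in *AO*pro(mut)-*AO* plants before N starvation (mean log_2_ fold change -1.95, median -2.05, fry adjusted p = 2.63e-05). All 6 were called, in a list that was chosen in the study on these samples. The changes were -2.38 for *PR1* (standard error 0.38, adjusted p = 0.00022), -1.71 for *PR5* (adjusted p = 7.74e-05), -1.18 for *PAD4* (adjusted p = 1.72e-05), -1.01 for *ICS1* (adjusted p = 7.94e-05), -2.81 for *FMO1* (adjusted p = 0.000209) and -2.57 for *ALD1* (adjusted p = 1.43e-06). The camera test with estimated correlation gave an adjusted p of 0.321.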

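With N starvation the *LHC* genes changed by a mean of 0.42 in *AO*pro(mut)-*AO* plants (11 of 11 higher, fry adjusted p = 0.00795) and of 0.07 in *AO*pro(wt)-*AO* plants (7 of 11 higher, adjusted p = 0.54). The difference between the lines was 0.35 (10 of 11 higher, adjusted p = 0.124), which did not pass the threshold. Quantile normalization raised the mean in *AO*pro(wt)-*AO* plants to 0.25 (adjusted p = 0.00334) and left a difference of 0.17 between the lines (adjusted p = 0.901). In *AO*pro(mut)-*AO* plants 7 genes had an adjusted p of 0.05 or less over all genes and 9 when adjusted over the list alone, and in *AO*pro(wt)-*AO* plants 2 and 1. *LHCB2.3* rose by 1.08 in *AO*pro(mut)-*AO* plants (adjusted p = 0.00129) and changed by -0.12 in *AO*pro(wt)-*AO* plants (adjusted p = 0.652, interaction 1.2, adjusted p = 0.0316).

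With KNO_3_ resupply the mean was 0.47 in *AO*pro(wt)-*AO* plants (11 of 11 higher, adjusted p = 0.00208) and -0.06 in *AO*pro(mut)-*AO* plants (2 of 11 higher, adjusted p = 0.517). The difference was -0.52, with all 11 genes lower (adjusted p = 0.00533). Over all genes 4 of the 11 interactions passed, and 10 when adjusted over the list alone. The camera test gave an adjusted p of 2.66e-07 with its preset correlation and 0.321 with the estimated one. *LHCB2.1* rose by 1.04 in *AO*pro(wt)-*AO* plants (adjusted p = 0.00043) and by 0.11 in *AO*pro(mut)-*AO* plants, with an interaction of -0.92 (adjusted p = 0.0525). *LHCB3*, of the chromosome 5 run, rose by 0.69 in *AO*pro(wt)-*AO* plants and changed by -0.14 in *AO*pro(mut)-*AO* plants (interaction -0.83, adjusted p = 0.00451).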

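With KNO_3_ resupply all 6 pathogen-responsive genes fell in both lines, by a mean log_2_ fold change of -1.5 in *AO*pro(wt)-*AO* plants (fry adjusted p = 7.26e-05) and -0.90 in *AO*pro(mut)-*AO* plants (adjusted p = 0.00404). By the brightest probe of each, 5 genes were called in *AO*pro(wt)-*AO* plants and 2 in *AO*pro(mut)-*AO* plants. When adjusted over the list alone, 5 of the 6 genes passed in *AO*pro(mut)-*AO* plants, against 3 over all genes. The interaction was higher in 6 of 6 genes, with a mean of 0.60 (adjusted p = 0.0812) that did not pass the threshold. It passed with array weights (0.64, adjusted p = 0.0352), and with single arrays left out it lay between 0.37 and 0.85.

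No gene of the list had an interaction past the threshold by itself. The changes in the 2 lines were -1.22 (adjusted p = 0.0178) and -0.91 (adjusted p = 0.0954) for *PR1* with an interaction adjusted p of 0.796, -1.25 (adjusted p = 0.000878) and -0.46 (adjusted p = 0.181) for *PR5* (interaction adjusted p = 0.193), and -0.66 (adjusted p = 0.00191) and -0.34 (adjusted p = 0.0939) for *PAD4* (interaction adjusted p = 0.392). *ICS1* changed by -1.01 in *AO*pro(wt)-*AO* plants and -0.48 in *AO*pro(mut)-*AO* plants, *FMO1* by -2.18 and -1.48, and *ALD1* by -2.69 and -1.76, each with an adjusted p of 0.026 or less in both lines. N starvation before that changed the list by 0.50 in *AO*pro(wt)-*AO* plants (adjusted p = 0.0248) and by 0.58 in *AO*pro(mut)-*AO* plants (adjusted p = 0.0193), with an interaction whose mean was 0.08 and median -0.049 (adjusted p = 0.9).

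**Figure D3:**
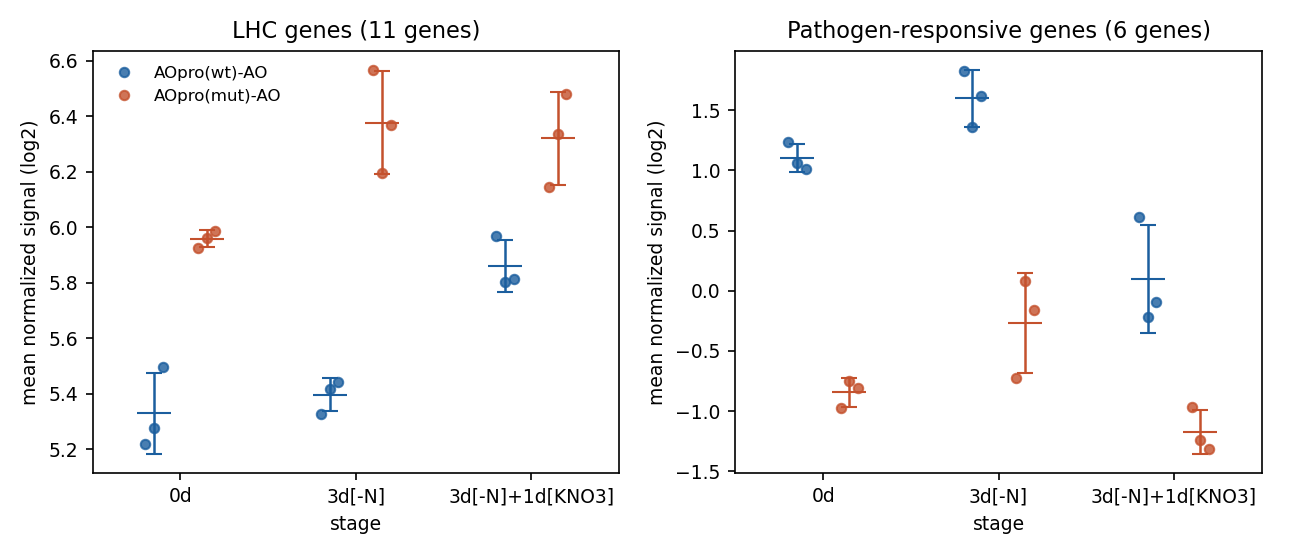
Mean normalized log_2_ signal of the *LHC* list and of the pathogen-responsive list on each array, at the 3 stages in both lines; bars are the mean ± SD of 3 arrays.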

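The 12 N uptake and metabolism genes of Fig. 9c moved in both directions. By the brightest probe of each, with N starvation 3 rose and 3 fell past the thresholds in *AO*pro(wt)-*AO* plants, and 2 rose and 1 fell in *AO*pro(mut)-*AO* plants. With KNO_3_ resupply 1 rose and 3 fell in *AO*pro(wt)-*AO* plants, and 0 rose and 1 fell in *AO*pro(mut)-*AO* plants. Less bright probes of *GLN1;1* passed in both lines with each treatment and those of *NIA2* in *AO*pro(wt)-*AO* plants. Nitrate reductase *NIA1* changed by -1.6 (adjusted p = 1.83e-07) with N starvation in *AO*pro(wt)-*AO* plants and by -0.20 (adjusted p = 0.191) in *AO*pro(mut)-*AO* plants, with an interaction of 1.41 (adjusted p = 0.000483). *NIA2* changed by -0.99 (adjusted p = 3.76e-06) and 0.03 (adjusted p = 0.844, interaction 1.02, adjusted p = 0.00253). *NIR1* changed by -1.7 (adjusted p = 6.43e-08) and -0.40 (adjusted p = 0.00815, interaction 1.3, adjusted p = 0.000419). With resupply the same 3 genes rose in *AO*pro(wt)-*AO* plants by 0.78, 0.98 and 1.05, and in *AO*pro(mut)-*AO* plants by 0.11, 0.30 and 0.05, with interactions of -0.67 (adjusted p = 0.0288), -0.68 (adjusted p = 0.0187) and -1 (adjusted p = 0.00282).

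Of the other genes of the list, *GLN1;4* rose with N starvation in both lines, by 2.13 and 1.3 (interaction -0.83, adjusted p = 0.0106) and changed with resupply by -1.87 and -0.75 (interaction 1.12, adjusted p = 0.00209). *GLN1;1* rose by 1.32 in *AO*pro(wt)-*AO* plants (adjusted p = 9.07e-07) and by 0.94 in *AO*pro(mut)-*AO* plants (adjusted p = 6.31e-05), and *NRT1.1* by 0.83 and 0.95 (interaction 0.12, adjusted p = 0.677). *NRT2.5* rose by 3.79 in *AO*pro(wt)-*AO* plants (adjusted p = 0.000277, above background on 1 of 3 arrays before) and at least 3.43-fold in *AO*pro(mut)-*AO* plants (on 0 of 3 before). With resupply it fell in both lines to a signal above background on 1 of 3 arrays in each, so the size of the fall and its difference between the lines are uncertain. *GLT1* and *NRT2.3*, which lie in the chromosome 5 run, changed with N starvation by -0.67 (adjusted p = 0.000268) and -0.15 (adjusted p = 0.356, interaction 0.53, adjusted p = 0.0745), and by -1.51 and -1.62.

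For the list with N starvation in *AO*pro(wt)-*AO* plants the mean was 0.12, the median -0.32 and the direction of the fry test down (adjusted p = 0.0424), so its sign depends on the summary. In *AO*pro(mut)-*AO* plants the mean was 0.30 (adjusted p = 3.23e-05). The interaction with N starvation had a mean of 0.18 and a median of 0.12 (adjusted p = 7.26e-05), and that with resupply a mean of 0.07, a median of -0.22 and a test direction down (adjusted p = 0.0232).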

We note an additional finding of slight but constitutive upregulation of *NMNAT* and *QS* genes in *AO*pro(mut)-*AO* plants (Fig. 9c), which may be a mechanism compensating for the relatively lower expression level of *AO* in *AO*pro(mut)-*AO* plants.

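*NMNAT* (AT5G55810) was higher in *AO*pro(mut)-*AO* than in *AO*pro(wt)-*AO* plants by 1.2 before N starvation (adjusted p = 7.96e-09), 1.02 after it (adjusted p = 3.94e-08) and 0.99 after KNO_3_ resupply (adjusted p = 5.32e-08). *QS* (AT5G50210) was higher by 0.84 (adjusted p = 1.57e-06), 1.41 (adjusted p = 5.68e-09) and 1.11 (adjusted p = 6.02e-08). *QS* changed with N starvation by -0.65 in *AO*pro(wt)-*AO* plants (adjusted p = 1.48e-05) and by -0.07 in *AO*pro(mut)-*AO* plants (adjusted p = 0.52), with an interaction of 0.57 (adjusted p = 0.0127) that did not pass with normexp. Normalized log_2_ signals before N starvation were -2.33 ± 0.02 (SD, *n* = 3) in *AO*pro(wt)-*AO* and -1.12 ± 0.14 (SD, *n* = 3) in *AO*pro(mut)-*AO* plants for *NMNAT*.

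Both genes lie in the run of 1034 neighbouring genes on chromosome 5, which was higher in *AO*pro(mut)-*AO* plants by a median log_2_ fold change of 0.92, 0.93 and 0.95 at the 3 stages. In the run 96.2%, 96.6% and 95.8% of the genes were higher, against 45.5%, 47.5% and 49.2% elsewhere. Among the genes of the run *NMNAT* stood at the percentiles 83.4, 61.3 and 56.5, and *QS* at 35.7, 86.5 and 69.1. The medians of the run with the treatments lay between -0.02 and 0.006. The other NAD genes of Fig. 9c apart from *AO* were not called in any comparison.

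**Figure D4:**
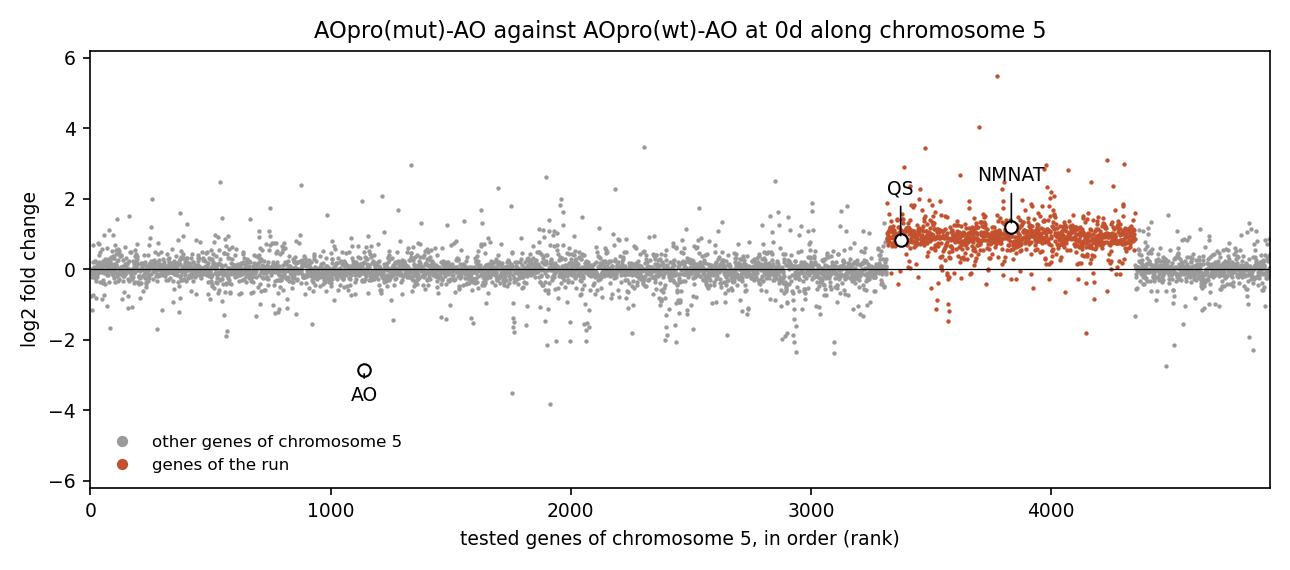
Log_2_ fold change of *AO*pro(mut)-*AO* against *AO*pro(wt)-*AO* plants before N starvation for the tested genes of chromosome 5 in gene order; the positions of *AO*, *QS* and *NMNAT* are marked.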

## Discussion

In the present study, the *AO* gene, encoding a key enzyme in *de novo* NAD^+^ biosynthesis, was identified as one of the genes directly regulated by nitrate-activated NLPs. Furthermore, by selectively abolishing the nitrate inducibility of *AO* expression *in planta*, we found that NLP-regulated nitrate-inducible *AO* expression is necessary to properly maintain metabolic balance and launch transcriptional adaptation of plants in response to changes in the N environment. Therefore, the present results provide direct evidence for the importance of coordinated regulation of multiple metabolic pathways by nitrate signaling in adaptation to the fluctuating N nutrient level, which is firstly demonstrated so far as we know. Since a number of metabolic enzyme genes are probably under the direct control of NLPs, other metabolic enzyme genes may also play critical roles in nitrate responses. Hence, this study suggests that future analysis of the nitrate-induced activation of metabolic enzyme genes in other metabolic pathways, as was done in this study, may reveal overlooked critical points to fully understand the role of nitrate as a plant growth regulator.

Phenotypic and metabolic analyses suggested that *AO*pro(mut)-*AO* plants relieved the negative effects of the abnormal regulation of *AO* expression by reducing their size rather than by decreasing NAD(H) and NADP(H) contents per unit tissue fresh weight. Since NAD(H) and NADP(H) are essential for growth, *AO*pro(mut)-*AO* plants probably had no choice but to restrict their growth in proportion to amounts of *de novo* synthesized NAD(H) and NADP(H) to survive. This conclusion means that there are minimum NAD(H) and NADP(H) contents to support plant growth, consistent with the lethal phenotype of *ao*, *qs*, *qpt*, and *nmnat* knockout mutants lacking the ability for *de novo* NAD^+^ biosynthesis^37,41^.

Metabolomic analysis revealed pronounced effects of the loss of the nitrate-induced *AO* expression on the TCA cycle rather than N assimilation (Supplementary Data 1, Fig. 6). Since an intermediate in the TCA cycle, 2-OG, is used as carbon skeletons required for N assimilation^52^, the nitrate responses may involve the enhancement of the TCA cycle as well as the N assimilation pathway. In fact, nitrate supply induced the expression of several genes encoding enzymes involved in the TCA cycle, leading to the accumulation of TCA cycle intermediates^53^. Therefore, a breakdown of nitrate-induced synchronized activation of enzymatic processes involved in 2-OG production and NAD^+^ biosynthesis probably caused remarked increases in the citrate content upon KNO_3_ supply (Fig. 6), emphasizing the importance of the nitrate-induced synchronized activation of enzymatic processes for the proper maintenance of the TCA cycle. Based on the low level of fumarate, low activity of mitochondrial ETC, and the irregular accumulation of intermediates and derivatives of the urea cycle in *AO*pro(mut)-*AO* plants (Fig. 7), we infer that nitrate-induced *AO* expression is tightly associated with the maintenance of the metabolic balance in mitochondria. On the other hand, selective abolishment of the nitrate-induced *AO* expression hardly affected the NADH-dependent reduction of nitrate in the cytosol, the first step in nitrate assimilation, as well as amino acid contents (Fig. 6). Therefore, we also speculate that the main reason for the induction of *AO* expression by nitrate may be maintaining the TCA cycle and other metabolic processes in mitochondria in response to nitrate supply.

At this stage, it is difficult to fully explain how the loss of nitrate-induced *AO* expression pronouncedly caused pleiotropic effects on metabolism and growth. However, considering that the most remarked effect of loss of nitrate-induced *AO* expression in the metabolite profile was the imbalance of metabolites related to the TCA cycle, which is central to primary metabolism, we assume that the loss of nitrate-induced *AO* expression first induces an imbalance in TCA cycle-related metabolites and then influences other metabolic pathways and growth *via* the imbalance. Although we cannot exclude the possibility that the loss of nitrate-induced *AO* expression also affects growth and development through other pathways, this hypothesis is consistent with the relatively weak variation in NAD(H) and NADP(H) contents and reduced responses to changes in the N nutrient condition in the gene expression profile in *AO*pro(mut)-*AO* plants. Furthermore, an imbalance in TCA cycle-related metabolites may cause indirect but widespread changes in gene expression profiles through metabolite-mediated regulations and other regulatory mechanisms. Further investigation of this hypothesis would be valuable in understanding how N nutrients promote plant growth.

## Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* ecotype Columbia (Col) was used as the wild type. Seeds of the T-DNA insertion *ao* knockout mutant (*fin4-2*, SALK_013920)^46^ and G'4-3^49^ were obtained from the Arabidopsis Biological Resource Center (Columbus, OH, USA). The *nlp6 nlp7-1* double mutant, transgenic NLP6-SUPRD line, and its parental line were generated previously^7,54^. All plants were grown under continuous light (60–90 µE m^−2^ s^−1^) at 23 °C unless otherwise noted. To analyze nitrate-induced gene expression, seedlings were grown in N-free 1/10MS medium (N-free 1/10MS salts, 0.5 mM K_2_SO_4_, 0.1 g L^−1^ MES-KOH [pH 5.7]) supplemented with 0.5 mM ammonium succinate and 0.5 g L^−1^ sucrose for 4 days, and then treated with 10 mM KNO_3_ or KCl for 1 h in the presence or absence of 100 µM CHX. Around 100 seedlings were collected together as a biological replicate. We note that K_2_SO_4_ was added at a final concentration of 0.5 mM to prepare N-free 1/10MS medium because 1 mM K^+^ is sufficient to support the growth of Arabidopsis^55^. To conduct phenotypic analysis with agar plates, 4-day-old seedlings grown on agar plates (N-free 1/2MS salts, 10 mM KNO_3_, 1% sucrose, 0.8% agar) were further grown on fresh agar plates for 6–10 days. To examine the effects of antimycin A on the mitochondrial ETC, 4-day-old seedlings were transferred to agar plates with or without 1 or 5 µM antimycin A and grown for 6 days. To rescue the growth defects of *AO*pro(mut)-*AO* seedlings by supplementation with a metabolite, 4-day-old seedlings were transferred to agar plates containing 10 mM KNO_3_ in the presence or absence of 200 µM nicotinamide or 2 µM nicotinate and grown for 6 days. For phenotypic analysis, plants were also grown hydroponically on N-free 1/10MS medium supplemented with 10 mM KNO_3_ or on nutrient-containing peat moss (Jiffy-7, Sakata Seed Co., Kanagawa, Japan) under the long-day photoperiod (16 h light/8 h dark). To perform metabolic profiling and DNA microarray analysis, plants were grown hydroponically on 1/10MS medium for 20 days and then on N-free 1/10MS medium for 3 days. Subsequently, the plants were grown for 1 days on KNO_3_-supplemented medium (final concentration, 10 mM), while plants for reference samples were grown on 1/10MS medium for 3 or 4 days.

### Reverse transcription-quantitative PCR (RT-qPCR)

Total RNA for RT-qPCR was extracted from 4-day-old seedlings using the ISOSPIN Plant RNA Kit (NIPPON GENE Co., Tokyo, Japan). First-strand cDNA was synthesized using oligo(dT)_15_ primer (Invitrogen, CA, USA) and Superscript^TM^ II reverse transcriptase (Thermo Fisher, MA, USA). Quantitative PCR was performed on the StepOne Plus Real Time PCR System (Applied Biosystems, CA, USA) using the KAPA SYBR Fast qPCR Kit (KAPA Biosystems, MA, USA) and gene-specific primers (Supplementary Data 17). Expression levels of the genes of interest were normalized relative to that of *PEX4*^56^ or *UBQ10*.

### Plasmid construction

To construct reporter plasmids for the co-transfection assay, *AO* promoter fragments (from −2137 to +868, −1796 to +868, −1423 to +868, −1130 to +868, and −834 to +868, −504 to +868, and −164 to +868, relative to the transcription start site) were amplified by PCR using gene-specific primers. A mutated *AO* promoter fragment (−2137 to +868) carrying nucleotide substitutions within the NLP-binding site (−354 to −347 bp) was produced by overlap extension PCR. Then, the *35* *S* promoter and Ω enhancer region in the pJD301 vector were replaced by the obtained *AO* promoter fragments. Binary vectors for plant transformation were constructed by replacing the *35* *S* promoter and *GUS* gene in pCB302-HYG-35S-Ω-GUS^57,58^ with the wild-type or mutated *AO* promoter fragment (−2,137 to +868) and a PCR-amplified genomic DNA fragment (ranging from the translation initiation site at position +870 to 868 bp downstream of the stop codon), respectively. Another binary vector for histochemical analysis was generated by replacing only the *35S* promoter in pCB302-HYG-35S-Ω-GUS with the wild-type *AO* promoter (−2137 to +868). All primers used for plasmid construction are listed in Supplementary Data 17. All PCR products used for plasmid construction were verified by DNA sequencing.

### Co-transfection assay

Mesophyll protoplasts were prepared from wild-type Arabidopsis treated with N-starvation by the Tape-Arabidopsis Sandwich method^59^. Co-transfection with the effector, reporter, and control plasmids was performed by the DNA-PEG–calcium transfection method^60^. Effector plasmids used were p35SC4PPDK-none-MYC and p35SC4PPDK-NLP7-MYC^7^, and pUBQ10-GUS was used as a control plasmid^7^. Measurement of luciferase (LUC) and GUS activity was performed using the Luciferase Assay System (Promega Co., WI, USA) and 4-methylumbelliferyl-β-D-glucuronide, respectively^54^.

### EMSA

The His-tagged RWP-RK DNA-binding domain of NLP7 (recombinant NLP7 protein) was prepared by affinity chromatography using Ni-NTA resin^7^. Biotin-labeled DNA probes were generated by PCR using specific primers. The mutated DNA probes (Mut1–3), harboring point mutations in the putative NLP-binding site, were prepared by overlap extension PCR or by PCR with a primer harboring the Mut1 sequence. All primers used are listed in Supplementary Data 17. The recombinant NLP7 was incubated together with probe DNAs in the binding buffer (0.5 µg poly [d(I-C)], 20 mM HEPES-KOH (pH 7.6), 3 mM MgCl_2_, 2 mM dithiothreitol, 0.5 mM EDTA, 30 mM KCl, 30 mM NaCl, and 10% glycerol) at room temperature. After gel electrophoresis of the reaction mixtures, the probe DNAs were transferred from gels onto nylon membranes and detected using streptavidin-conjugated horseradish peroxidase^7^.

### Generation of transgenic Arabidopsis plants

Plants heterozygous for the *ao* null allele were transformed by the floral dip method^61^ using *Agrobacterium tumefaciens* strain GV3101 (pMP90)^62^ harboring a binary vector. T2 lines showing a 3:1 (hygromycin B resistant: sensitive) segregation ratio were selected. Then, T3 progenies homozygous for both the introduced gene and the *ao* null allele were selected by PCR-based genotyping using gene-specific primers (Supplementary Data 17). T3 or T4 progenies were used for analyses.

### Analysis of vascular patterns

Cotyledons were fixed in a mixture of ethanol and acetic acid (9:1), hydrated using a graded series of ethanol, and then mounted with the clearing solution^63^. Vascular patterns were analyzed using a stereomicroscope (MZ16F; Leica Microsystems, Germany).

### Histochemical GUS staining

Wild-type Arabidopsis plants were transformed with a binary vector harboring the *GUS* gene under the control of the wild-type *AO* promoter. Homozygous T3 progenies were selected and used for GUS staining. Briefly, 10-day-old seedlings grown on 1/2MS agar plates and floral buds and stamens collected from 40-day-old plants grown in the soil were fixed in acetone at −20 °C and washed with 0.1 M sodium phosphate buffer (pH 7.4). For GUS staining, samples were incubated in X-Glc solution (0.5 g L^−1^ 5-bromo-4-chloro-3-indolyl-*β*-D-glucuronide cyclohexylammonium salt, 0.5 mM potassium ferricyanide, 0.5 mM potassium ferrocyanide, and 0.1 M sodium phosphate, pH 7.4) at 37 °C^12^.

### Measurement of metabolite contents

Aerial tissues of each plant grown according to the scheme shown in Fig. 5a were harvested and immediately frozen in liquid N_2_. Two shoots (*AO*pro(wt)-*AO* plants) or three-five shoots (*AO*pro(mut)-*AO* plants) were pooled to form one independent biological replicate. NAD^+^, NADH, NADP^+^, and NADPH were extracted from frozen tissues and quantified by a plate reader method of Queval and Noctor^64^. Metabolite analysis was performed using the capillary electrophoresis coupled with triple quadrupole mass spectrometry (CE-LC/MS/MS) system (CE, 7100; MS, G6420A; Agilent Technologies, CA, USA)^65^.

### Measurement of nitrate content

Nitrate content was measured using the shoots of seedlings that were grown on N-free 1/2MS agar plates supplemented with 3.3 mM KNO_3_ and 3.3 mM NH_4_NO_3_ for 8 days and then grown on N-free 1/2MS agar plates for 0, 1, or 3 days. The Nitrate Test Kit (NECi Superior Enzymes, MI, USA) was used according to the manufacturer’s instructions.

### DNA microarray analysis

Total RNA was extracted from the whole shoots of *AO*(wt)-*AO* (line #1) and *AO*(mut)-*AO* (line #1) plants grown according to the scheme shown in Fig. 5a, using the ISOSPIN Plant RNA Kit. Cyanine-3-labeled cRNA was prepared with the Low Input Quick Amp Labeling Kit (One-Color; Agilent Technologies). We used the shoot of two or three seedlings to make a biological replicate, and biological triplicates were used for DNA microarray analysis. The labeled cRNA was hybridized to the Arabidopsis (V4) Oligo Microarray (Agilent Technologies), and the DNA Microarray Scanner (G2565BA; Agilent Technologies) was used to scan the arrays. The scanned images were analyzed with Feature Extraction (v9.1) (Agilent Technologies). Data analysis was performed using a statistical R language^66,67^. The LIMMA package was used for linear modeling to acquire empirical Bayes statistics^66^. Differentially expressed genes with an adjusted *P*-value ≤ 0.05 and absolute log_2_ fold change ≥ |1| were extracted for each comparison. Effects of genotype-environment interactions were examined by creating a contrast from two contrasts of each genotype before and after the treatments (*P*-value ≤ 0.001). Visualizing the intersections across differentially expressed gene lists was done with Upset Shiny apps (https://gehlenborglab.shinyapps.io/upsetr/)^51^. Gene ontology term enrichment analysis was done with the PANTHER classification system (http://pantherdb.org/). Microarray data were deposited in the Gene Expression Omnibus (GEO) repository of the National Center for Biotechnology Information (NCBI) database under the accession number GSE136542 on August 28, 2019.

### Statistics and reproductivity

All data shown in graphs are presented as the mean with S.D. from more than three biological replicates. Statistical significance was tested by Welch’s *t*-test (*P ≤ 0.05, **P ≤ 0.01) or Tukey’s honestly significant difference [HSD] test (Different lowercase letters indicate significant differences, *P* < 0.05).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

Reporting Summary

## Data Availability

All materials are available from the corresponding author upon reasonable request.

## References

[1] Crawford NM (1995). Nitrate: Nutrient and signal for plant growth. Plant Cell.

[2] Wang Y-Y, Cheng Y-H, Chen K-E, Tsay Y-F (2018). Nitrate transport, signaling, and use efficiency. Annu. Rev. Plant Biol..

[3] Campbell WH (1988). Nitrate reductase and its role in nitrate assimilation in plants. Physiol. Plant..

[4] Zhang H, Jennings A, Barlow PW, Forde BG (1999). Dual pathways for regulation of root branching by nitrate. Proc. Natl Acad. Sci. USA.

[5] Scheible W-R, Lauerer M, Schulze E-D, Caboche M, Stitt M (1997). Accumulation of nitrate in the shoot acts as a signal to regulate shoot-root allocation in tobacco. Plant J..

[6] Wang R, Okamoto M, Xing X, Crawford NM (2003). Microarray analysis of the nitrate response in Arabidopsis roots and shoots reveals over 1,000 rapidly responding genes and new linkages to glucose, trehalose-6-phosphate, iron, and sulfate metabolism. Plant Physiol..

[7] Konishi M, Yanagisawa S (2013). Arabidopsis NIN-like transcription factors have a central role in nitrate signalling. Nat. Commun..

[8] Marchive C (2013). Nuclear retention of the transcription factor NLP7 orchestrates the early response to nitrate in plants. Nat. Commun..

[9] Krapp A (2014). Nitrate transport and signalling in Arabidopsis. J. Exp. Bot..

[10] Konishi M, Yanagisawa S (2014). Emergence of a new step towards understanding the molecular mechanisms underlying nitrate-regulated gene expression. J. Exp. Bot..

[11] Liu K (2017). Discovery of nitrate–CPK–NLP signalling in central nutrient–growth networks. Nature.

[12] Konishi M, Yanagisawa S (2010). Identification of a nitrate-responsive *cis*-element in the Arabidopsis *NIR1* promoter defines the presence of multiple *cis*-regulatory elements for nitrogen response. Plant J..

[13] Castaings L (2009). The nodule inception-like protein 7 modulates nitrate sensing and metabolism in Arabidopsis. Plant J..

[14] Konishi M, Okitsu T, Yanagisawa S (2021). Nitrate-responsive NIN-like protein (NLP) transcription factors perform unique and redundant roles in Arabidopsis. J. Exp. Bot..

[15] Guan P (2017). Interacting TCP and NLP transcription factors control plant responses to nitrate availability. Proc. Natl Acad. Sci. USA.

[16] Alvarez JM (2020). Transient genome-wide interactions of the master transcription factor NLP7 initiate a rapid nitrogen-response cascade. Nat. Commun..

[17] Berger F, Ramírez-Hernández MH, Ziegler M (2004). The new life of a centenarian: signalling functions of NAD(P). Trends Biochem. Sci..

[18] Hashida S, Takahashi H, Uchimiya H (2009). The role of NAD biosynthesis in plant development and stress responses. Ann. Bot..

[19] Hager J (2010). Conditional modulation of NAD levels and metabolite profiles in *Nicotiana sylvestris* by mitochondrial electron transport and carbon/nitrogen supply. Planta.

[20] Dutilleul C (2005). Mitochondria-driven changes in leaf NAD status exert a crucial influence on the control of nitrate assimilation and the integration of carbon and nitrogen metabolism. Plant Physiol..

[21] Kinoshita H (2011). The chloroplastic 2-oxoglutarate/malate transporter has dual function as the malate valve and in carbon/nitrogen metabolism. Plant J..

[22] Briggs AG, Bent AF (2011). Poly(ADP-ribosyl)ation in plants. Trends Plant Sci..

[23] Houtkooper RH, Pirinen E, Auwerx J (2012). Sirtuins as regulators of metabolism and healthspan. Nat. Rev. Mol. Cell Biol..

[24] Zhang H, Zhao Y, Zhou D-X (2017). Rice NAD^+^-dependent histone deacetylase OsSRT1 represses glycolysis and regulates the moonlighting function of GAPDH as a transcriptional activator of glycolytic genes. Nucleic Acids Res.

[25] Zhang H (2019). NAD tagSeq reveals that NAD^+^-capped RNAs are mostly produced from a large number of protein-coding genes in *Arabidopsis*. Proc. Natl Acad. Sci. USA.

[26] Wan L (2019). TIR domains of plant immune receptors are NAD^+^-cleaving enzymes that promote cell death. Science.

[27] Pétriacq P, de Bont L, Tcherkez G, Gakière B (2013). NAD: not just a pawn on the board of plant-pathogen interactions. Plant Signal. Behav..

[28] Nasu S, Wicks FD, Gholson RK (1982). L-Aspartate oxidase, a newly discovered enzyme of *Escherichia coli*, is the B protein of quinolinate synthetase. J. Biol. Chem..

[29] Bhatia R, Calvo KC (1996). The sequencing, expression, purification, and steady-state kinetic analysis of quinolinate phosphoribosyl transferase from *Escherichia coli*. Arch. Biochem. Biophys..

[30] Mehl RA, Kinsland C, Begley TP (2000). Identification of the *Escherichia coli* nicotinic acid mononucleotide adenylyltransferase gene. J. Bacteriol..

[31] Katoh A, Hashimoto T (2004). Molecular biology of pyridine nucleotide and nicotine biosynthesis. Front. Biosci..

[32] Willison JC, Tissot G (1994). The *Escherichia coli efg* gene and the *Rhodobacter capsulatus adgA* gene code for NH_3_-dependent NAD synthetase. J. Bacteriol..

[33] Hao J, Pétriacq P, de Bont L, Hodges M, Gakière B (2018). Characterization of L-aspartate oxidase from Arabidopsis thaliana. Plant Sci..

[34] Pétriacq P (2012). Inducible NAD overproduction in Arabidopsis alters metabolic pools and gene expression correlated with increased salicylate content and resistance to *Pst-AvrRpm1*. Plant J..

[35] Frothingha R, Meeker-O’Connell WA, Talbot EAS, George JW, Kreuzer KN (1996). Identification, cloning, and expression of the *Escherichia coli* pyrazinamidase and nicotinamidase gene, *pncA*. Antimicrob. Agents Chemother..

[36] Wubbolts MG (1990). Variation of cofactor levels in *Escherichia coli*: Sequence analysis and expression of the *pncB* gene encoding nicotinic acid phosphoribosyltransferase. J. Biol. Chem..

[37] Katoh A, Uenohara K, Akita M, Hashimoto T (2006). Early steps in the biosynthesis of NAD in Arabidopsis start with aspartate and occur in the plastid. Plant Physiol..

[38] Hashida S (2010). Nicotinate/nicotinamide mononucleotide adenyltransferase-mediated regulation of NAD biosynthesis protects guard cells from reactive oxygen species in ABA-mediated stomatal movement in *Arabidopsis*. J. Exp. Bot..

[39] Palmieri F (2009). Molecular identification and functional characterization of *Arabidopsis thaliana* mitochondrial and chloroplastic NAD^+^ carrier proteins. J. Biol. Chem..

[40] van Roermund (2016). The peroxisomal NAD carrier from Arabidopsis imports NAD in exchange with AMP. Plant Physiol..

[41] Hashida S, Takahashi H, Kawai-Yamada M, Uchimiya H (2007). *Arabidopsis thaliana* nicotinate/nicotinamide mononucleotide adenyltransferase (AtNMNAT) is required for pollen tube growth. Plant J..

[42] Turner WL, Waller JC, Vanderbeld B, Snedden WA (2004). Cloning and characterization of two NAD kinases from Arabidopsis. Identification of a calmodulin binding isoform. Plant Physiol..

[43] Turner WL, Waller JC, Snedden WA (2005). Identification, molecular cloning and functional characterization of a novel NADH kinase from *Arabidopsis thaliana* (thale cress). Biochem. J..

[44] Takahashi H (2009). Pleiotropic modulation of carbon and nitrogen metabolism in Arabidopsis plants overexpressing the NAD kinase2 gene. Plant Physiol..

[45] Abel S, Oeller PW, Theologist A (1994). Early auxin-induced genes encode short-lived nuclear proteins. Biochemistry.

[46] Korkuć P, Schippers HMJ, Walther D (2014). Characterization and identification of cis-regulatory elements in arabidopsis based on single-nucleotide polymorphism information. Plant Physiol..

[47] Macho PA, Boutrot F, Rathjen PJ, Zipfel C (2012). Aspartate oxidase plays an important role in arabidopsis stomatal immunity. Plant Physiol..

[48] Lea PJ, Miflin BJ (2003). Glutamate synthase and the synthesis of glutamate in plants. Plant Physiol. Biochem..

[49] Wilkinson JQ, Crawford NM (1993). Identification and characterization of a chlorate-resistant mutant of *Arabidopsis thaliana* with mutations in both nitrate reductase structural genes *NIA1* and *NIA2*. Mol. Gen. Genet..

[50] Lejay L (1999). Molecular and functional regulation of two NO_3_^-^ uptake systems by N- and C-status of Arabidopsis plants. Plant J..

[51] Lex A, Gehlenborg N, Strobelt H, Vuillemot R, Pfister H (2014). UpSet: Visualization of intersecting sets. IEEE Trans. Vis. Comput. Graph..

[52] Nunes-Nesi A, Fernie AR, Stitt M (2010). Metabolic and signaling aspects underpinning the regulation of plant carbon nitrogen interactions. Mol. Plant.

[53] Scheible W-R (1997). Nitrate acts as a signal to induce organic acid metabolism and repress starch metabolism in tobacco. Plant Cell.

[54] Maeda Y (2018). A NIGT1-centred transcriptional cascade regulates nitrate signalling and incorporates phosphorus starvation signals in *Arabidopsis*. Nat. Commun..

[55] Zhao S, Zhang M-L, Ma T-L, Wang Y (2016). Phosphorylation of ARF2 relieves its repression of transcription of the K+ transporter gene *HAK5* in response to low potassium stress. Plant Cell.

[56] Czechowski T, Stitt M, Altmann T, Udvardi MK, Scheible WR (2005). Genome-wide identification and testing of superior reference genes for transcript normalization in Arabidopsis. Plant Physiol..

[57] Kato Y, Konishi M, Shigyo M, Yoneyama T, Yanagisawa S (2010). Characterization of plant eukaryotic translation initiation factor 6 (eIF6) genes: The essential role in embryogenesis and their differential expression in *Arabidopsis* and rice. Biochem. Biophys. Res. Commun..

[58] Konishi M, Yanagisawa S (2007). Sequential activation of two Dof transcription factor gene promoters during vascular development in *Arabidopsis thaliana*. Plant Physiol. Biochem..

[59] Wu F-H (2009). Tape-*Arabidopsis* Sandwich—a simpler *Arabidopsis* protoplast isolation method. Plant Methods.

[60] Yoo S-D, Cho Y-H, Sheen J (2007). Arabidopsis mesophyll protoplasts: a versatile cell system for transient gene expression analysis. Nat. Protoc..

[61] Clough SJ, Bent AF (1998). Floral dip: a simplified method for *Agrobacterium*-mediated transformation of *Arabidopsis thaliana*. Plant J..

[62] Koncz C, Schell J (1986). The promoter of T_L_-DNA gene *5* controls the tissue-specific expression of chimaeric genes carried by a novel type of Agrobacterium binary vector. MGG Mol. Gen. Genet..

[63] Konishi M, Sugiyama M (2003). Genetic analysis of adventitious root formation with a novel series of temperature-sensitive mutants of *Arabidopsis thaliana*. Development.

[64] Queval G, Noctor G (2007). A plate reader method for the measurement of NAD, NADP, glutathione, and ascorbate in tissue extracts: Application to redox profiling during Arabidopsis rosette development. Anal. Biochem..

[65] Miyagi A (2020). Metabolome analysis of rice leaves to obtain low-oxalate strain from ion beam-mutagenised population. Metabolomics.

[66] Ihaka R, Gentleman R (1996). R: A language for data analysis and graphics. J. Comput. Graph. Stat..

[67] Ritchie ME (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

# Supplementary material for: Arabidopsis nitrate-induced aspartate oxidase gene expression is necessary to maintain metabolic balance under nitrogen nutrient fluctuation
**Source:** Commun Biol. 2022 May 9;5:432. doi: 10.1038/s42003-022-03399-5
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary information

### **Arabidopsis nitrate-induced aspartate oxidase gene expression necessary to maintain metabolic balance under nitrogen nutrient fluctuation**

Moriaki Saito<sup>1,†</sup>, Mineko Konishi<sup>1</sup>, Atsuko Miyagi<sup>2,‡</sup>, Yasuhito Sakuraba<sup>1</sup>, Maki Kawai-Yamada<sup>2</sup>, & Shuichi Yanagisawa<sup>1,\*</sup>

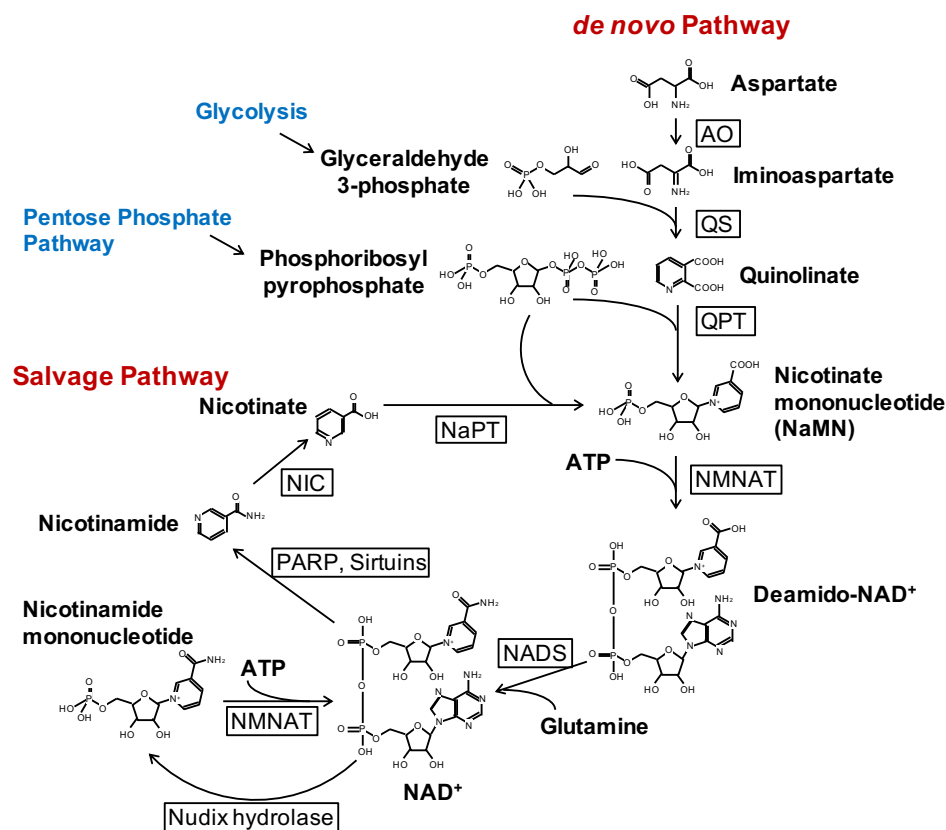

**Supplementary Fig. 1** Metabolic pathway of NAD<sup>+</sup> biosynthesis in plants. AO, aspartate oxidase; QS, quinolinate synthase; QPT, quinolinate phosphoribosyltransferase; NMNAT, nicotinate mononucleotide adenylyl transferase; NADS, NAD synthetase; PARP, poly(ADP-ribose) polymerase; NIC, nicotinamidase; NaPT, nicotinic acid phosphoribosyl transferase.

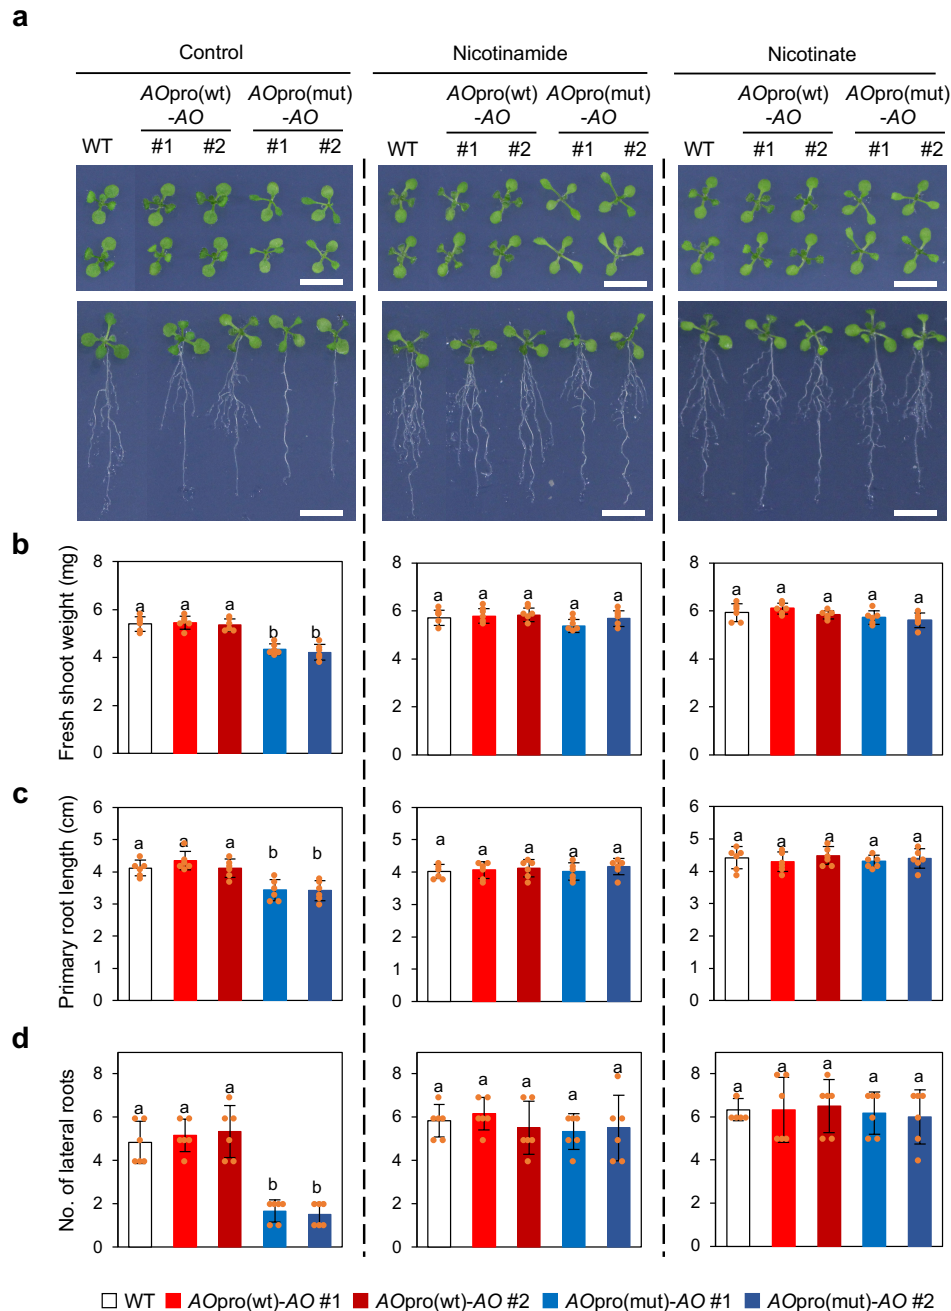

**Supplementary Fig. 2** Recovery of growth defects and morphological abnormalities of *AOpro(mut)-AO* seedlings by the supplementation of nicotinamide or nicotinate. (a-d) Images of shoot and root growth (a), fresh shoot weight (b), primary root length (c), and the number of lateral roots (d) of WT, *AOpro(wt)-AO*, and *AOpro(mut)-AO* seedlings that were grown on 1/2MS agar plates for 4 d and then on agar plates containing 10 mM KNO<sub>3</sub> in the presence or absence (control) of 200  $\mu$ M nicotinamide or 2  $\mu$ M nicotinate for 6 d. Scale bar = 1 cm. In (b-d), data represent mean  $\pm$  SD (n=6). Different letters denote statistically significant differences (Tukey's HSD test;  $P < 0.05$ ).

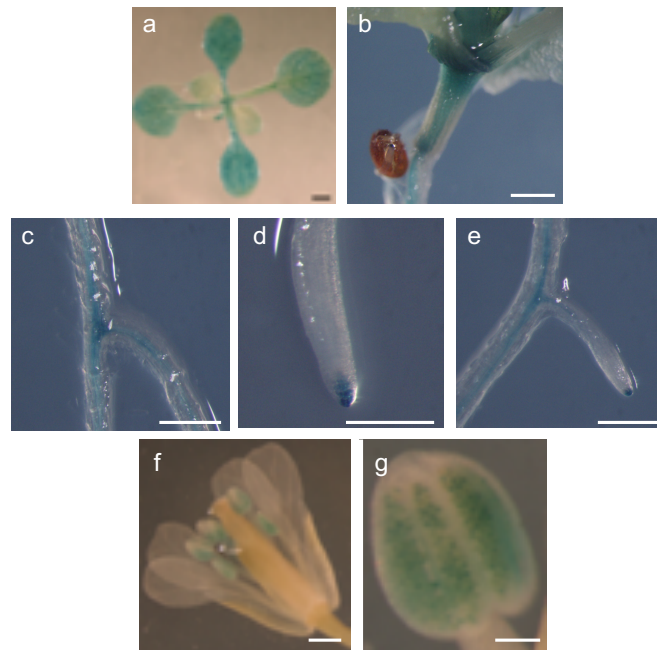

**Supplementary Fig. 3** Histochemical GUS staining in transgenic plants expressing the *GUS* gene under the control of the *AO* promoter. Images showing the GUS staining of the shoot (a), shoot-root junction (b), main root-lateral root junction (c), primary root tip (d), and lateral root tip (e) of 10-d-old seedlings grown on 1/2MS agar plates, and of floral buds (c) and stamens (d) of 40-d-old plants grown in soil. Scale bars = 1 mm (a), 0.2 mm (b-e, g), and 0.5 mm (f).

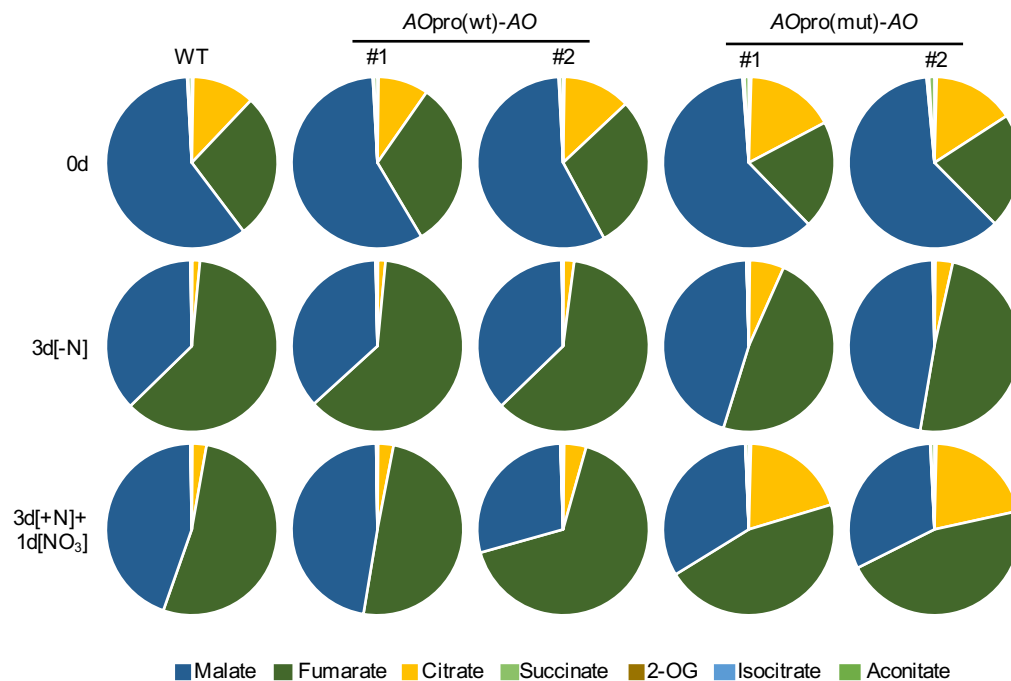

**Supplementary Fig. 4** Pie charts illustrating the numerical proportion of metabolic intermediates in the TCA cycle in WT, *Aopro(wt)-AO*, and *Aopro(mut)-AO* plants under the indicated nutritional conditions. The contents of the intermediates in these plants under each nutrient condition are shown in Fig. 7.

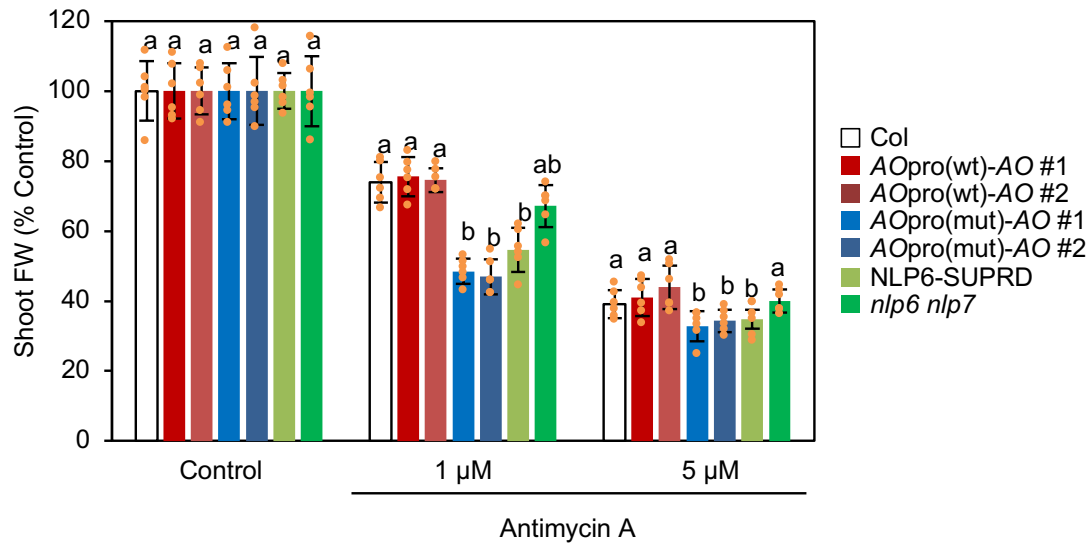

**Supplementary Fig. 5** Effects of antimycin A on the fresh shoot weight. Seedlings were initially grown without antimycin A for 4 d and then in the presence of the indicated concentrations of antimycin A for 6 d ( $n = 6$ ). WT plants, two independent lines (#1 and #2) of *AOpro*(wt)-*AO* and *AOpro*(mut)-*AO* plants, the NLP6-SUPRD transgenic line, and the *nlp6 nlp7* double mutant were used for the experiment. Different letters denote statistically significant differences (Tukey's HSD test;  $P < 0.05$ ).

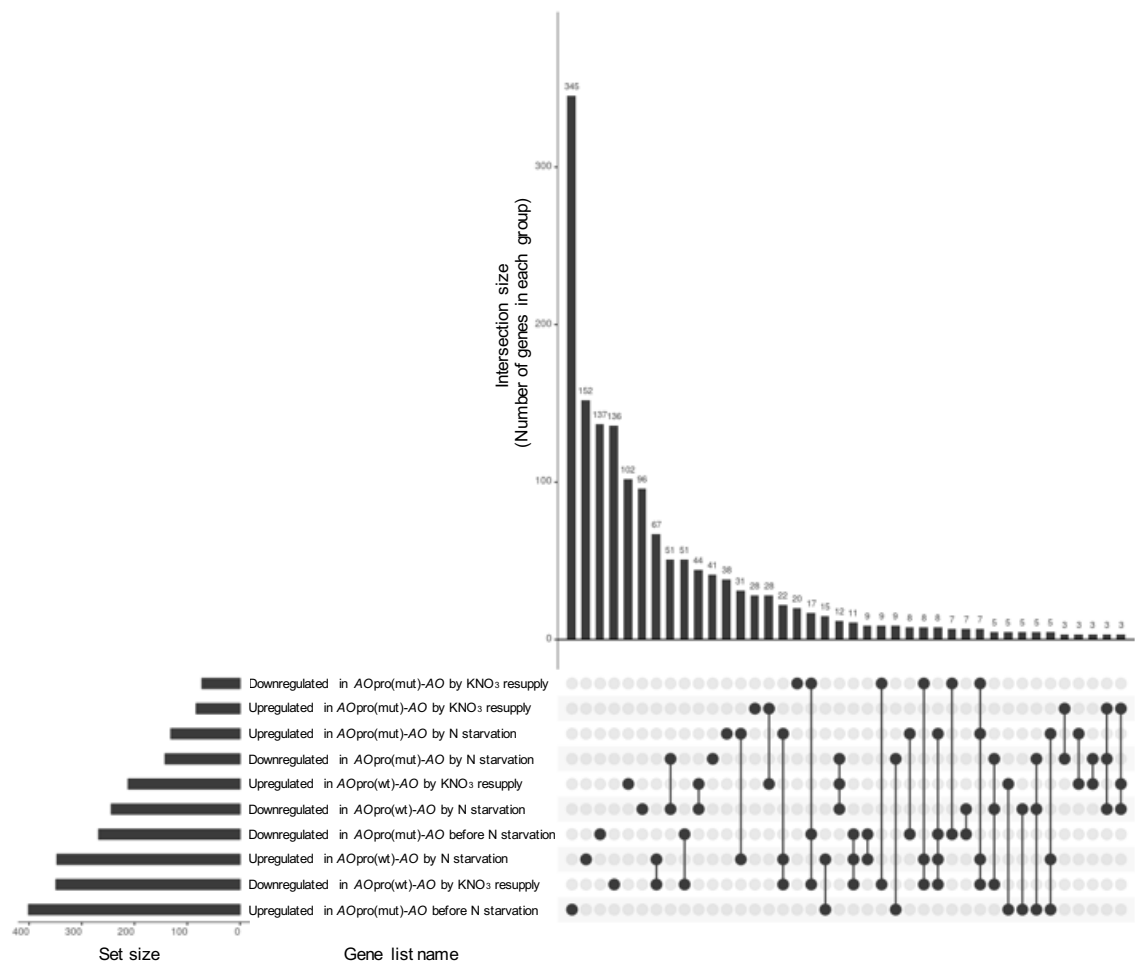

**Supplementary Fig. 6** Overlaps among the 8 lists of genes upregulated or downregulated before N starvation or by N starvation or  $\text{KNO}_3$  resupply in *AOpro(wt)-AO* and *AOpro(mut)-AO* plants. The left bars (set size) indicate the number of genes in each gene list. Genes in the 8 gene lists are classified into 40 groups indicated by vertical bars (intersection size), depending on which gene lists include them. The length of vertical bars presents the number of genes included in each group. Black circles present groups consisting of a gene list, and therefore multiple black circles in a row indicate groups shared by multiple gene lists.

# Supplementary material for: Arabidopsis nitrate-induced aspartate oxidase gene expression is necessary to maintain metabolic balance under nitrogen nutrient fluctuation
**Source:** Commun Biol. 2022 May 9;5:432. doi: 10.1038/s42003-022-03399-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Metabolite contents in the wildtype Arabidopsis plants and two independent lines of AOpro(wt)-AO and AOpro(mut)-AO plants.

**File name:** Supplementary Data 2

**Description:** Genes expressed to higher levels in AOpro(mut)-AO plants than in AOpro(wt)-AO plants when grown in 1/10MS medium for 20 d.

**File name:** Supplementary Data 3

**Description:** Genes expressed lower levels in AOpro(mut)-AO plants than in AOpro(wt)-AO plants when grown in 1/10MS medium for 20 d.

**File name:** Supplementary Data 4

**Description:** Gene ontology term enrichment analysis of differentially expressed by the loss of nitrate-induced AO expression at steady state.

**File name:** Supplementary Data 5

**Description:** Genes repressed by N starvation treatment in AOpro(wt)-AO plants.

**File name:** Supplementary Data 6

**Description:** Genes activated by N starvation treatment in AOpro(wt)-AO plants.

**File name:** Supplementary Data 7

**Description:** Genes activated by N starvation treatment in AOpro(mut)-AO plants.

**File name:** Supplementary Data 8

**Description:** Genes repressed by N starvation treatment in AOpro(mut)-AO plants.

**File name:** Supplementary Data 9

**Description:** Genes activated by KNO<sub>3</sub> supply post-N starvation in AOpro(wt)-AO plants.

**File name:** Supplementary Data 10

**Description:** Genes repressed by KNO<sub>3</sub> supply post-N starvation in AOpro(wt)-AO plants.

**File name:** Supplementary Data 11

**Description:** Genes activated by KNO<sub>3</sub> supply post-N starvation in AOpro(mut)-AO plants.

**File name:** Supplementary Data 12

**Description:** Genes repressed by KNO<sub>3</sub> supply post-N starvation in AOpro(mut)-AO plants.

**File name:** Supplementary Data 13

**Description:** Gene ontology term enrichment analysis of genes which responded to nitrogen starvation in AOpro(wt)-AO plants.

**File name:** Supplementary Data 14

**Description:** Gene ontology term enrichment analysis of genes which responded to nitrogen starvation in AOpro(mut)-AO plants.

**File name:** Supplementary Data 15

**Description:** Gene ontology term enrichment analysis of genes which responded to nitrogen re-supplement in AOpro(wt)-AO plants.

**File name:** Supplementary Data 16

**Description:** Gene ontology term enrichment analysis of genes which responded to nitrogen re-supplement in AOpro(mut)-AO plants.

**File name:** Supplementary Data 17

**Description:** PCR primers used for qPCR, cloning, genotyping, or preparation of DNA probes.

# Supplementary material for: Arabidopsis nitrate-induced aspartate oxidase gene expression is necessary to maintain metabolic balance under nitrogen nutrient fluctuation
**Source:** Commun Biol. 2022 May 9;5:432. doi: 10.1038/s42003-022-03399-5
**Supplement:** Supplementary file 20 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection StepOne Plus Real Time PCR System (Applied Biosystems)MassHunter (Agilent), Chromelon (Thermo Fisher Scientific), Feature Extraction (v9.1) (Agilent)

Data analysis R x63 3.6.3

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Microarray data were submitted to the Gene Expression Omnibus (GEO) repository of the National Center for Biotechnology Information (NCBI) database under the accession number GSE136542. Arabidopsis genome sequence and gene annotations were obtained from the Arabidopsis Information Resource (TAIR, <https://www.arabidopsis.org>). AO; AT5G14760, NLP6; AT1G64530, NLP7; AT4G24020, NIA1; AT1G7760, NIA2; AT1G37130

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------|
| Sample size     | The sample sizes were determined to sufficiently represent the population under each condition |
| Data exclusions | No data was excluded                                                                           |
| Replication     | The replications were successful                                                               |
| Randomization   | No randomization was set in this study                                                         |
| Blinding        | No blinding was set in this study                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

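The data are 18 one-colour Agilent Arabidopsis V4 arrays hybridized with Cy3-labelled RNA from pooled shoots of 2 complementation lines, *AO*pro(wt)-*AO* and *AO*pro(mut)-*AO*, in the *ao* null background. There are 3 arrays for each of 6 groups, which are the 2 lines at 3 stages: before N starvation, after 3 days without N, and after 1 further day with 10 mM KNO_3_. Line #1 of each genotype was used according to the paper. The sample labels gave line, stage and replicate for every array, and the low *AO* signal on the *AO*pro(mut)-*AO* arrays was used to check the line labels.

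The deposited scanner files hold probe intensity on a linear scale, to which the authors' Feature Extraction software had applied a background correction (the processed signal), next to the median raw signal and median background and the spot flags. The paper names version 9.1 of this software and the scanner G2565BA, while the file headers give version 12.1 and G2505B. The authors also deposited a series matrix of normalized intensity, whose values follow the processed signal divided by about the 75th percentile of its array, linear, with 2 decimals and a floor of 0.01. How the authors normalized the values before their limma analysis was not found in the paper or its supplements.

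From each scanner file the processed signal was taken as log2, spots flagged as non-uniform or as population outliers were left out (3 to 91 per array), repeated spots of a probe were averaged (50 probes with 5 spots each), and the 75th percentile over non-control probes was subtracted. An array has 45220 spots, of which 1417 are controls, with 43603 distinct probes. Probes were matched to genes through the transcript accession in the design and the RefSeq table of assembly TAIR10.1, which was used for names and gene order only. Of the 36163 probes with a gene, 6748 were never well above background in a whole group and were left out, which leaves 29415. A gene counted when any of its probes was called, and 6401 genes had more than 1 tested probe. For a named gene the tested probe with the highest mean signal was used and the others were alternatives.

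The 75th percentile of the signal ranged from 2214 to 3111 over the arrays, with group medians of 2702 to 2922, and 27721 probes with a gene were well above background on all arrays. Both the 3 arrays per group and, for dim probes, the background limit the precision, and their shares were not compared. Over the 3 stages the median residual SD between replicate arrays was 0.104 in *AO*pro(wt)-*AO* and 0.0975 in *AO*pro(mut)-*AO* plants.

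Comparisons were the lines at each stage, each treatment within a line, and the 2 interactions, from 1 limma model of 6 group means with empirical Bayes variance and Benjamini-Hochberg adjustment. The thresholds were those of the paper: adjusted p of 0.05, absolute log2 fold change of 1, and unadjusted p of 0.001 for interactions. Lists fixed by Fig. 9c were tested by fry and by camera, word sets and overlaps by Fisher's exact test. The software was R 4.3.3 with limma 3.58.1, data.table 1.17.8 and jsonlite 2.0.0, and Python 3.11.15 with matplotlib 3.10.9.

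Alternatives were quantile normalization, normexp background correction (offset 50) with and without quantile normalization, the series matrix values, spots with outlier marks kept, no filter on dim probes, a filter for probes well above background on all 18 arrays, array weights, a trended prior variance, only the arrays compared, the replicate number or the slide as a block, 1 probe per gene, probes instead of genes, no minimum fold change, a test against a log2 fold change of 0.5, other regressions, and every replicate left out in turn. The files have no mean raw signal, so normexp used the median raw signal. Leaving out the genes of the run on chromosome 5 was added after the data were examined. The arrays lie on 5 slides, each with more than 1 group.

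The code was tested on simulated data with 200 changed probes per comparison. It recovered 183 to 194 of them for the differences and 187 and 186 for the interactions, with 0 to 2 other probes called for the differences and 31 and 28 for the interactions. A run of 300 genes raised by 0.8 among 4500 genes was found with its ends off by 0 genes. The run search takes, on each chromosome, the stretch of at least 20 neighbouring genes with the largest score, positive or negative. The score is the mean of the stretch minus that of the rest of the chromosome, divided by a standard error. That standard error comes from the SD over the genes of the chromosome. Each gene's change is limited to 2, and the score is compared with 100 shuffles of the gene order.

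Gene Ontology terms were not analysed here, and neither were metabolite, growth or reporter data of the paper. Probes without a gene were left out.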

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

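The tests of the late-stage line differences by regrouping arrays, the ratio of the sizes of the changes, the slide tests, all tests of the run on chromosome 5, and the tests of seed and tapetum genes were chosen only after results were seen, and the others were chosen before. The slide as a block was itself an alternative chosen before the data were examined. Only its use as a test of the flagged results was chosen later.

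The interactions of line and treatment numbered 949 genes for N starvation and 897 for KNO_3_ resupply. To ask whether chance can give so many, line labels were moved within each stage after the mean difference between the lines was taken out. Among 100 such splits, 1 gave as many genes for each treatment, the true one, and the highest others gave 204 and 307. With the line difference left in, 6 and 9 of 100 splits gave as many. Differences between slides were tested as a cause: with the slide as a block, 690 and 606 genes had an interaction, of which 600 and 530 were among the 949 and 897. Differences between slides therefore do not account for most of the interactions, and may have a part in the rest.

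The lines differed after N starvation in 1601 genes (890 higher, 711 lower in *AO*pro(mut)-*AO* plants) and after resupply in 1546 genes (1013 higher, 533 lower), comparisons for which the paper gives no count. Of the 10 ways to split the 6 arrays of a comparison into 3 and 3, only 1 called as many genes, for these 2 comparisons as for the line difference at 0d and the 4 treatment comparisons, and the highest other split called 0 or 1 gene. With 10 splits the smallest possible p is 0.1, so chance cannot be excluded by this test for any of the 7 counts taken singly.

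The lower number of responding genes in *AO*pro(mut)-*AO* plants may have come from a larger spread between its arrays. The median residual SD was indeed larger in *AO*pro(mut)-*AO* than in *AO*pro(wt)-*AO* plants before N starvation (0.0896 against 0.0695) and after it (0.0866 against 0.0774), and smaller after resupply (0.0820 against 0.1205). More noise would make the measured changes larger, while the median absolute change in *AO*pro(mut)-*AO* plants was 0.675 times that in *AO*pro(wt)-*AO* plants for N starvation (0.665 to 0.717 with single arrays left out) and 0.707 times for resupply (0.627 to 0.759). The model also uses 1 variance per gene for both lines, so a larger spread does not account for the lower number. Slopes below 1 may reflect noise in the *AO*pro(wt)-*AO* changes. The slopes corrected for it were 0.693 and 0.531, so that noise alone is not enough.

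In 1 run of 1034 neighbouring genes on chromosome 5 the median log2 fold change between the lines before N starvation was 0.923, a fold of 1.9. Its score was 46.4, where the highest of 100 shuffles was 6.1 and the next highest chromosome had -7.5 in a run of 20 genes on chromosome 4. With the same ends the median was 0.929 after N starvation and 0.949 after resupply, and 95.2% of its genes were higher at both later stages. The rest of chromosome 5 (3876 genes) had a median of -0.019. On single arrays, relative to the other *AO*pro(wt)-*AO* arrays of the same stage, the median of the run lay between -0.045 and 0.081 in *AO*pro(wt)-*AO* plants and between 0.919 and 0.954 in *AO*pro(mut)-*AO* plants. A candidate explanation is a chromosome segment with more copies in the *AO*pro(mut)-*AO* line than in the *AO*pro(wt)-*AO* line. A difference of copy number would be seen at every stage and in most genes of 1 stretch, and these values have that form. Whether *AO*pro(mut)-*AO* plants have extra copies or *AO*pro(wt)-*AO* plants fewer cannot be told from the arrays, nor whether it belongs to line #1 alone. Normalization was tested: the lowest median over 5 scalings and 3 stages was 0.822. With the slide as a block the lowest median was 0.929. Neither accounts for the run.

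The run bears on single genes. *NMNAT* and *QS* lie in it, and the highest percentile that either reached among its genes at any stage was 86.5, so a segment with more copies may by itself give their higher signal in *AO*pro(mut)-*AO* plants. This test is weak, since most genes of the run lie below that percentile. The *QS* difference was 0.836 before N starvation and 1.41 after it, and its interaction did not pass with normexp. A fixed number of copies would not by itself give such a change between stages. Among the *LHC* genes only *LHCB3* lies in it, and the other 10, which lie outside it, had a mean of 0.56 that extra copies of the segment cannot give directly. Whether the segment acts on genes outside it was not tested. Of the genes higher in *AO*pro(mut)-*AO* plants 49.6% after N starvation and 45.4% after resupply lie in the run. Of the 401 genes that the paper lists as higher before N starvation, 272 (67.8%) lie in it, and 1 of its 268 lower genes.

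Seed storage genes were uneven between replicates. The mean of 10 such genes was -6.30 on the third *AO*pro(wt)-*AO* array before N starvation and -4.27 or more on the other 2 and on the *AO*pro(mut)-*AO* arrays at that stage, a gap of 2.03 seen in 10 of 10 genes, and -8.99 to -7.04 at all later stages. Among the genes lower with N starvation in *AO*pro(wt)-*AO* plants 14.4% were at least 1 lower on that array than on both others, against 28.1% of those lower in *AO*pro(mut)-*AO* plants and 0.41% of all genes. A candidate explanation is seeds or siliques in some pooled shoots.

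Tapetum genes were uneven as well. The mean of 6 such genes reached -3.34 in resupplied *AO*pro(mut)-*AO* plants, whose arrays lay between -4.04 and that value, and was -4.45 on the third resupplied *AO*pro(wt)-*AO* array against -6.03 and -6.25 on the others, a gap of 1.58 seen in 5 of 6 genes. Among the genes higher with resupply in *AO*pro(mut)-*AO* plants 13.6% were at least 1 higher on that *AO*pro(wt)-*AO* array than on both others. The share was 0.3% among the genes higher with resupply in *AO*pro(wt)-*AO* plants, which is no excess over the 0.50% of all genes. Flower buds in some pooled shoots may account for the uneven tapetum signal and for the share of 13.6%.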

How the results depend on the processing

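Replicate number or slide as a block and marked spots kept changed the outcome of none of 31 main results. A trended prior variance changed none of the 18 for which it was run, and 1 probe per gene and probes instead of genes none of 9. Of 293 results on single genes, other lists and words, the replicate block made 5 weaker and 2 stronger, and the slide block 21 and 2. All alternatives were chosen before the data were examined except the omission of the chromosome 5 run.

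Among the settings of background and normalization, the numbers of called genes depended most on background correction. Normexp gave 661 genes for the lines at 0d, 506 and 173 for N starvation in *AO*pro(wt)-*AO* and *AO*pro(mut)-*AO* plants, 449 and 110 for KNO_3_ resupply, 783 and 695 for the lines at the later stages, and 451 and 305 interactions. With quantile normalization added, the counts were 549, 499, 223, 487, 127, 857 and 688 in the same order, and 959 and 863 interactions. Most of these genes were also called in the main processing, for example 640 of the 661 at 0d, with the lowest shares among the interactions (704 of the 959 and 629 of the 863). For the lines after resupply normexp gave 357 higher and 338 lower. Normexp also shifted the median of all genes, by 0.118 at 0d, -0.131 for N starvation in *AO*pro(mut)-*AO* plants and 0.11 for resupply in *AO*pro(wt)-*AO* plants, which adds to the changed balance of higher and lower genes. It was run on the median raw signal, since the files hold no mean raw signal.

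Without a minimum fold change the counts were 8601 for the lines at 0d, 13040 and 9152 for N starvation, 10671 and 6312 for resupply, and 11465 and 10391 for the lines at the later stages. Probes well above background on all 18 arrays gave 308 genes for N starvation and 211 for resupply in *AO*pro(mut)-*AO* plants. A test against a log2 fold change of 0.5 gave 281 and 90. Without the chromosome 5 run 873 genes differed between the lines at 0d. Array weights gave 2008 interactions with N starvation, and the 12 arrays compared alone gave 584 with resupply. Single replicates left out gave 576 (starved *AO*pro(mut)-*AO* replicate 1) to 1157 (*AO*pro(mut)-*AO* 0d replicate 3) interactions with N starvation and 591 (starved *AO*pro(mut)-*AO* replicate 1) to 1417 (resupplied *AO*pro(wt)-*AO* replicate 1) with resupply. The cause of these shifts was not tested.

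The slope for N starvation was 0.491 with normexp, 0.555 without the filter on dim probes, 0.559 with probes above background on all arrays, 0.722 over genes called in either line, 0.877 in the reverse regression and 0.854 as reduced major axis. For resupply it was 0.374 without the filter on dim probes, 0.850 in the reverse regression and 0.736 as reduced major axis.

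Camera with estimated correlation leaves the list means as they are and passes none of them. For the *LHC* list the mean was 0.63 at 0d (adjusted p = 0.331), 0.42 for N starvation in *AO*pro(mut)-*AO* plants (adjusted p = 0.406), 0.47 for resupply in *AO*pro(wt)-*AO* plants (adjusted p = 0.406) and -0.52 for the resupply interaction (adjusted p = 0.321). For the pathogen-responsive list it was -1.95 at 0d (adjusted p = 0.321), -1.5 and -0.90 for resupply in *AO*pro(wt)-*AO* and *AO*pro(mut)-*AO* plants (adjusted p = 0.331 for both). For the N list it was 0.18 for the N starvation interaction (adjusted p = 0.321, preset correlation 0.0651) and 0.066 for the resupply interaction (adjusted p = 0.406, preset 0.26).

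Some list results passed only under an alternative. The *LHC* list with N starvation in *AO*pro(wt)-*AO* plants had a mean of 0.25 with quantile normalization and 0.27 with normexp added (adjusted p = 0.00314). Its N starvation interaction of 0.35 passed under camera with preset correlation (adjusted p = 0.0133) and ranged from 0.26 to 0.44 with single arrays left out. The pathogen-responsive resupply interaction was 0.65 with normexp and quantile normalization (adjusted p = 0.0416), 0.64 with array weights, and 0.37 to 0.85 with single arrays left out. The N list resupply interaction no longer passed with normexp and quantile normalization (0.039, adjusted p = 0.527), the series matrix values (0.072, adjusted p = 0.209) or without the run (0.18, adjusted p = 0.349), and ranged from -0.019 to 0.11 with single arrays left out. It passed with a mean of the other sign with normexp (-0.096, adjusted p = 0.0351) and with probes above background on all 18 arrays (-0.149, adjusted p = 0.0148). The sign of its mean therefore depends on the processing.

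The direction changed in few results. The N list with N starvation in *AO*pro(wt)-*AO* plants turned up with quantile normalization (0.24, adjusted p = 0.84), normexp and quantile normalization (0.14), only the arrays compared (0.12, adjusted p = 0.00822) and without the run (0.36, adjusted p = 0.137). Normexp turned *NIC2* with N starvation in *AO*pro(mut)-*AO* plants to -0.28, *WRKY59* at 0d to 0.23 and AT5G22490 at 0d to 0.10. Another probe of *LHB1B2* gave -0.044 with N starvation in *AO*pro(wt)-*AO* plants.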

Differences from the paper's values

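Of 204 log2 fold changes that could be set beside the paper's (figure values were read by eye), 81 differ, 20 of them in sign, and so do all 10 counts of genes. With normexp and quantile normalization 43 differ, 8 of them in sign, and 0 counts, the lowest numbers among the alternatives. Normexp alone left 64 and 2, quantile normalization 78 and 10, and the series matrix values 79 and 4. The alternatives were chosen before the data were examined unless said otherwise, those not named beside a value left it different or gave no value, and what the authors used was not tested. A log2 fold change is said to differ where its sign does or where the gap is above the SD of the 2 groups combined, with at least 0.05 for figure values of 1 or more. Bounds differ above 1.5 times the fold of the paper. A count or slope differs where the gap is above its leave-one-out spread and the larger value is over 1.5 times the smaller, so counts that are called close can still be well apart. By this rule the slopes and R2 do not differ.

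825 genes were higher in *AO*pro(mut)-*AO* plants at 0d here and 401 in the text of the paper. Close counts came from both normexp settings. The omission of the chromosome 5 run, which was added after the data were examined, gave a near count of 381. That nearness is between unlike sets, since 272 of the paper's 401 genes lie in the run. 497 genes were lower in *AO*pro(mut)-*AO* plants at 0d here and 268 in the text of the paper. That count came close with normexp with quantile normalization, the series matrix values and the filter on all 18 arrays. 457 genes were lower with N starvation in *AO*pro(wt)-*AO* plants here and 244 in the paper's supplement. Close counts came from both normexp settings, the series matrix values and the filter on all 18 arrays. 622 genes were higher with N starvation in *AO*pro(wt)-*AO* plants here and 347 in the paper's supplement. That count came close with both normexp settings, the series matrix values and the filter on all 18 arrays. 310 genes were higher with N starvation in *AO*pro(mut)-*AO* plants here and 131 in the paper's supplement. Close counts came from both normexp settings, the filter on all 18 arrays and the test against 0.5. 235 genes were lower with N starvation in *AO*pro(mut)-*AO* plants here and 142 in the paper's supplement. That count came close with both normexp settings, the series matrix values, the filter on all 18 arrays, the test against 0.5 and 1 of the leave-one-out fits. 339 genes were higher with resupply in *AO*pro(wt)-*AO* plants here and 212 in the paper's supplement. Close counts came from both normexp settings, the series matrix values, the filter on all 18 arrays, 1 probe per gene and 1 of the leave-one-out fits. 594 genes were lower with resupply in *AO*pro(wt)-*AO* plants here and 349 in the paper's supplement. That count came close with both normexp settings, the filter on all 18 arrays, the test against 0.5 and 1 of the leave-one-out fits. 147 genes were higher with resupply in *AO*pro(mut)-*AO* plants here and 83 in the paper's supplement. Close counts came from normexp with quantile normalization, the filter on all 18 arrays and 2 of the leave-one-out fits. 178 genes were lower with resupply in *AO*pro(mut)-*AO* plants here and 72 in the paper's supplement. That count came close with both normexp settings, the series matrix values, the filter on all 18 arrays, only the arrays compared, the test against 0.5 and 3 of the leave-one-out fits.

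The genes on the paper's lists were mostly called here as well. For the lines at 0d these were 374 of the 401 higher and 248 of the 268 lower genes. For N starvation they were 310 of 347 higher and 231 of 244 lower genes in *AO*pro(wt)-*AO* plants, and 119 of 131 and 138 of 142 in *AO*pro(mut)-*AO* plants. For resupply they were 209 of 212 and 323 of 349 in *AO*pro(wt)-*AO* plants, and 75 of 83 and 62 of 72 in *AO*pro(mut)-*AO* plants. With normexp and quantile normalization the numbers were 330, 211, 292, 200, 102, 119, 188, 298, 71 and 54 in the same order. Every probe of these lists that was tested changed in the direction the paper gives.

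The following log2 fold changes of NAD genes differ. *NMNAT* was 0.31 with N starvation in *AO*pro(wt)-*AO* against about 0.23 (Fig. 9c) and -0.091 with resupply in *AO*pro(mut)-*AO* against about 0.02 (Fig. 9c), each close with both normexp settings. *QPT* was 0.11 with N starvation in *AO*pro(wt)-*AO* against about 0.27 (Fig. 9c), and came close with quantile normalization, normexp with quantile normalization and another probe of the gene. It was -0.083 with N starvation in *AO*pro(mut)-*AO* against about 0.17 (Fig. 9c) and -0.099 with resupply in *AO*pro(mut)-*AO* against about -0.32 (Fig. 9c), each close with another probe of the gene. *NAPRT1* was 0.015 between the lines at 0d against about -0.52 (Fig. 9c), -0.030 with N starvation in *AO*pro(mut)-*AO* against about 0.09 (Fig. 9c) and -0.20 with resupply in *AO*pro(mut)-*AO* against about 0.2 (Fig. 9c), where no alternative came close. *NAPRT2* was -0.49 between the lines at 0d against about -0.02 (Fig. 9c) and 0.14 with N starvation in *AO*pro(mut)-*AO* against about -0.01 (Fig. 9c), where no alternative came close. *NAPRT2* was also 0.022 with N starvation in *AO*pro(wt)-*AO* against about -0.05 (Fig. 9c), and came close with both normexp settings and 2 of the leave-one-out fits. It was 0.082 with resupply in *AO*pro(mut)-*AO* against about -0.17 (Fig. 9c), and came close with 1 of the leave-one-out fits. *NIC2* was 0.65 with N starvation in *AO*pro(wt)-*AO* against about 0.32 (Fig. 9c), and came close with both normexp settings. It was -0.079 with resupply in *AO*pro(mut)-*AO* against about 0.01 (Fig. 9c), and came close with normexp with quantile normalization and 1 of the leave-one-out fits. The values of *NAPRT1* and *NAPRT2* come nearer to each other's in Fig. 9c, so the names may be exchanged between the annotations, and a fold change of -0.49 for *NAPRT2* at 0d stands near the value of the other gene there.

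Genes of the *LHC* list differ as follows. *LHCA1* was 0.68 between the lines at 0d against about 1.2 (Fig. 9c) and 0.36 with resupply in *AO*pro(wt)-*AO* against about 0.6 (Fig. 9c), each close with another probe of the gene. *LHCA1* was also 0.081 with N starvation in *AO*pro(wt)-*AO* against about 0.33 (Fig. 9c), and came close with quantile normalization, normexp with quantile normalization and each of 2 other probes. It was 0.12 with N starvation in *AO*pro(mut)-*AO* against about 0.57 (Fig. 9c), and no alternative came close. *LHCA2* was -0.12 with N starvation in *AO*pro(wt)-*AO* against about 0.22 (Fig. 9c), and came close with normexp with quantile normalization. It was 0.33 with resupply in *AO*pro(wt)-*AO* against about 0.11 (Fig. 9c), and came close with quantile normalization and normexp with quantile normalization. *LHCA2* was also 0.16 with N starvation in *AO*pro(mut)-*AO* against about 0.35 (Fig. 9c), and came close with both normexp settings, each of 2 other probes and 1 of the leave-one-out fits. It was -0.12 with resupply in *AO*pro(mut)-*AO* against about -0.3 (Fig. 9c), and came close with both normexp settings, each of 2 other probes and 2 of the leave-one-out fits. *LHCA3* was 0.41 between the lines at 0d against about 0.54 (Fig. 9c), and came close with another probe of the gene. It was 0.0080 with N starvation in *AO*pro(wt)-*AO* against about 0.27 (Fig. 9c), and came close with quantile normalization and normexp with quantile normalization. *LHCA3* was also 0.28 with resupply in *AO*pro(wt)-*AO* against about 0.4 (Fig. 9c), and no alternative came close. It was -0.13 with resupply in *AO*pro(mut)-*AO* against about 0.03 (Fig. 9c), and came close with normexp with quantile normalization. *LHCA4* was 0.12 with N starvation in *AO*pro(wt)-*AO* against about 0.36 (Fig. 9c), and came close with quantile normalization, normexp with quantile normalization, each of 2 other probes and 1 of the leave-one-out fits. It was 0.32 with N starvation in *AO*pro(mut)-*AO* against about 0.64 (Fig. 9c), and came close with each of 3 other probes. *LHCB2.1* was 0.066 with N starvation in *AO*pro(wt)-*AO* against about 0.5 (Fig. 9c), and came close with another probe of the gene and 2 of the leave-one-out fits. *LHCB2.2* was 0.49 between the lines at 0d against about 1.2 (Fig. 9c), and came close with another probe of the gene. *LHCB2.2* was also 0.13 with N starvation in *AO*pro(wt)-*AO* against about 0.45 (Fig. 9c), and came close with quantile normalization, normexp with quantile normalization and another probe of the gene. It was 0.31 with resupply in *AO*pro(wt)-*AO* against about 0.86 (Fig. 9c), and no alternative came close. *LHCB2.2* was also 0.17 with N starvation in *AO*pro(mut)-*AO* against about 0.97 (Fig. 9c), and came close with each of 2 other probes. *LHCB3* was 1.33 between the lines at 0d against about 1.7 (Fig. 9c), and came close with each of 2 other probes. *LHCB3* was also -0.024 with N starvation in *AO*pro(wt)-*AO* against about 0.31 (Fig. 9c), and came close with quantile normalization and normexp with quantile normalization. It was -0.14 with resupply in *AO*pro(mut)-*AO* against about 0.09 (Fig. 9c), and came close with normexp with quantile normalization and each of 3 other probes. *LHCB4.2* was -0.085 with N starvation in *AO*pro(wt)-*AO* against about 0.16 (Fig. 9c), and came close with quantile normalization and normexp with quantile normalization. *LHB1B1* was 0.45 between the lines at 0d against about 0.69 (Fig. 9c), and came close with each of 2 other probes. *LHB1B1* was also -0.086 with resupply in *AO*pro(mut)-*AO* against about 0.11 (Fig. 9c), and came close with quantile normalization, normexp with quantile normalization, each of 3 other probes and 1 of the leave-one-out fits. *LHB1B2* was 0.79 between the lines at 0d against about 0.63 (Fig. 9c), and no alternative came close. *LHB1B2* was also 0.35 with N starvation in *AO*pro(wt)-*AO* against about 0.44 (Fig. 9c), and came close with the slide as a block and 2 of the leave-one-out fits. It was -0.16 with resupply in *AO*pro(mut)-*AO* against about 0.05 (Fig. 9c), and came close with another probe of the gene.

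For the pathogen-responsive and N genes these values differ. Those of *NRT2.5* are uncertain, since it was above background on 1 of 3 arrays or fewer before N starvation and after resupply. *ALD1* was -1.76 with resupply in *AO*pro(mut)-*AO* against -1.21 in the paper, and came close with both normexp settings and 2 of the leave-one-out fits. *NIA2* was -0.99 with N starvation in *AO*pro(wt)-*AO* against about -0.79 (Fig. 9c), and came close with quantile normalization, normexp with quantile normalization and another probe of the gene. *NIR1* was 0.050 with resupply in *AO*pro(mut)-*AO* against about -0.05 (Fig. 9c), and came close with quantile normalization, normexp with quantile normalization and 1 of the leave-one-out fits. *NRT1.1* was 0.83 with N starvation in *AO*pro(wt)-*AO* against 1.06 in the paper, and came close with quantile normalization and normexp with quantile normalization. It was 0.95 with N starvation in *AO*pro(mut)-*AO* against 1.07 in the paper, and came close with quantile normalization, both normexp settings, array weights, another probe of the gene and 2 of the leave-one-out fits. *NRT1.1* was also -0.40 with resupply in *AO*pro(mut)-*AO* against about -0.57 (Fig. 9c), and came close with quantile normalization, both normexp settings and 1 of the leave-one-out fits. *NRT2.3* was 1.22 between the lines at 0d against about 0.73 (Fig. 9c), and came close with quantile normalization, normexp with quantile normalization and 2 of the leave-one-out fits. *NRT2.3* was also -1.51 with N starvation in *AO*pro(wt)-*AO* against about -0.56 (Fig. 9c) and -1.62 with N starvation in *AO*pro(mut)-*AO* against about -0.95 (Fig. 9c), each close with both normexp settings. *NRT2.5* was 3.79 with N starvation in *AO*pro(wt)-*AO* against 2.08 in the paper and -4.99 with resupply in *AO*pro(wt)-*AO* against -2.35 in the paper, each close with both normexp settings. *NRT2.5* was also 1.78 as a bound with N starvation in *AO*pro(mut)-*AO* against 0.71 in the paper, and came close with normexp with quantile normalization and the series matrix values. *GLN1;2* was 0.019 with N starvation in *AO*pro(wt)-*AO* against about 0.82 (Fig. 9c), 0.098 with resupply in *AO*pro(wt)-*AO* against about -0.59 (Fig. 9c), 0.13 with N starvation in *AO*pro(mut)-*AO* against about 0.47 (Fig. 9c) and 0.024 with resupply in *AO*pro(mut)-*AO* against about -0.28 (Fig. 9c), each close with another probe of the gene. *GLN1;1* was 1.32 with N starvation in *AO*pro(wt)-*AO* against about 1.7 (Fig. 9c), and came close with each of 2 other probes. It was -1.15 with resupply in *AO*pro(wt)-*AO* against about -1.4 (Fig. 9c), and came close with quantile normalization, both normexp settings, array weights, each of 2 other probes and 2 of the leave-one-out fits. *GLN2* was -0.069 between the lines at 0d against about 0.06 (Fig. 9c), and came close with another probe of the gene. It was 0.29 with resupply in *AO*pro(wt)-*AO* against about 0.41 (Fig. 9c), and came close with another probe of the gene and 1 of the leave-one-out fits. *GLU2* was 0.49 with N starvation in *AO*pro(wt)-*AO* against about 0.56 (Fig. 9c) and -0.27 with resupply in *AO*pro(mut)-*AO* against about -0.48 (Fig. 9c), each close with another probe of the gene. It was -0.45 with resupply in *AO*pro(wt)-*AO* against about -0.55 (Fig. 9c), and came close with another probe of the gene and 1 of the leave-one-out fits.

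Among the genes with the largest changes, values come from the supplement of the paper, and a bound rests on the processed signal and does not hold under normexp. AT5G55150 and *SESA5*, like *NMNAT*, *LHCB3* and *NRT2.3* before them, lie in the run on chromosome 5. AT5G55150 was 4.11 as a bound between the lines at 0d against 2.49 in the paper, and came close with both normexp settings. *SAG12* was 6.90 as a bound with N starvation in *AO*pro(wt)-*AO* against 5.26 in the paper, and came close with both normexp settings. It was 5.52 as a bound with N starvation in *AO*pro(mut)-*AO* against 3.67 in the paper, and came close with normexp with quantile normalization. *RXF26* was 3.30 as a bound with N starvation in *AO*pro(wt)-*AO* against 1.86 in the paper, and came close with both normexp settings. It was 5.08 as a bound with N starvation in *AO*pro(mut)-*AO* against 3.30 in the paper, and came close with normexp with quantile normalization. *SESA5* was -5.11 as a bound with N starvation in *AO*pro(wt)-*AO* against -3.56 in the paper and -5.65 as a bound with N starvation in *AO*pro(mut)-*AO* against -4.04 in the paper, each close with both normexp settings. *LCR67* was -7.12 as a bound with N starvation in *AO*pro(mut)-*AO* against -5.08 in the paper, and came close with both normexp settings. AT4G15670 was 3.61 as a bound with resupply in *AO*pro(wt)-*AO* against 2.24 in the paper, and came close with both normexp settings. AT4G15680 was 3.41 as a bound with resupply in *AO*pro(wt)-*AO* against 2.00 in the paper, and came close with both normexp settings. *MYB90* was -6.89 with resupply in *AO*pro(wt)-*AO* against -3.79 in the paper, and came close with both normexp settings and the series matrix values. It was -2.74 with resupply in *AO*pro(mut)-*AO* against -1.72 in the paper, and came close with both normexp settings. *TSF* was -5.43 with resupply in *AO*pro(wt)-*AO* against -2.85 in the paper, and came close with both normexp settings. AT5G62080 was 5.49 as a bound with resupply in *AO*pro(mut)-*AO* against 3.21 in the paper, and came close with both normexp settings. AT5G44540 was 4.00 as a bound with resupply in *AO*pro(mut)-*AO* against 2.40 in the paper, and came close with both normexp settings. AT2G26695 was -1.76 as a bound with resupply in *AO*pro(mut)-*AO* against -0.76 in the paper, and came close with both normexp settings and the series matrix values.

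The paper states that considerable overlaps of the 0d lists with other lists barely existed apart from 1, and gives no limit for considerable. Here the genes lower at 0d shared 83 with the genes raised by N starvation in *AO*pro(mut)-*AO* plants, 79 with those raised in *AO*pro(wt)-*AO* plants and 76 with those lowered by resupply in *AO*pro(mut)-*AO* plants, and the genes higher at 0d shared 97 with those raised by N starvation in *AO*pro(wt)-*AO* plants. Each exceeds the number expected. Without the minimum fold change the overlaps of the lower genes were 1242 (812.6 expected), 1554 (1255 expected) and 1033 (595.9 expected), while that of the higher genes was 1337 against 1267 expected, near the statement of the paper. Overlaps under the other alternatives were not computed.

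The paper reports enrichment of photosynthesis and senescence terms among the genes at 0d. Words in gene symbols and synonyms gave an adjusted p of 0.135 and 0.0598 (Fisher's exact test) for the genes of both directions. They reached 0.0268 and 0.0216 for the higher genes apart, an alternative chosen beforehand.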

Other observations

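The tests of the lists at the later stages and the correlation of the line difference with the resupply response were chosen only after results were seen.

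The *LHC* list was higher in *AO*pro(mut)-*AO* plants at the later stages as well, by a mean of 0.98 after N starvation (adjusted p = 2.3e-06 over 4 tests) and 0.46 after KNO_3_ resupply (adjusted p = 0.00135). The pathogen-responsive list was lower, by a mean of -1.87 (adjusted p = 2.9e-06) and -1.27 (adjusted p = 0.000122).

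The genes lower in *AO*pro(mut)-*AO* plants before N starvation overlap those lowered by resupply in *AO*pro(wt)-*AO* plants. Without a minimum fold change 1569 genes were lower in both against 1125 expected, among all genes tested, those of the run on chromosome 5 included. Across the 20025 genes outside that run, Pearson's r between the 2 log2 fold changes was 0.178. Over the 18502 of these genes called in neither comparison r was 0.067, a value that leaving out the genes with the largest changes lowers by itself. No value for unrelated changes was computed, so whether *AO*pro(mut)-*AO* plants before N starvation resemble resupplied *AO*pro(wt)-*AO* plants beyond the called genes stays open.

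Whether arrays of different groups move together was examined through the correlation of their residuals. Its mean was 0.029 over 45 pairs with the same replicate number and -0.015 over 90 other pairs. It was 0.072 over 24 pairs on the same slide and -0.016 over 111 pairs on different slides.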
